# Altered huntingtin−chromatin interactions predict transcriptional and epigenetic changes in Huntington's disease

**DOI:** 10.1242/dmm.052282

**Published:** 2025-05-27

**Authors:** Jocelynn R. Pearl, Amol C. Shetty, Jeffrey P. Cantle, Dani E. Bergey, Robert M. Bragg, Sydney R. Coffey, Holly B. Kordasiewicz, Leroy E. Hood, Nathan D. Price, Seth A. Ament, Jeffrey B. Carroll

**Keywords:** Huntington's disease, Huntingtin, Chromatin, Epigenetics

## Abstract

While progressive striatal gene expression changes and epigenetic alterations are a prominent feature of Huntington's disease (HD), the mechanistic basis remains poorly understood. Using chromatin immunoprecipitation and sequencing (ChIP-seq), we show that the huntingtin protein (HTT) reproducibly occupies specific locations in the mouse genome. Striatal HTT ChIP-seq peaks were enriched in coding regions of spiny projection neuron identity genes that were found to have reduced expression in HD patients and mouse models, and had reduced occupancy in expanded polyglutamine HTT knock-in mice (*Htt^Q111/Q111^*). By contrast, HTT occupancy was depleted near genes that are upregulated in HD. ChIP-seq of striatal histone modifications revealed genotype-specific colocalization of HTT with active chromatin marks and enhancer of zeste homolog 2 (EZH2), a key enzymatic component of the PRC2 complex. In the vicinity of genes that are differentially regulated in HD, greater HTT occupancy in *Htt^Q111/Q111^* vs wild-type mice was associated with increased EZH2 occupancy, increased H3K4me3 levels and decreased H3K27me3 levels. Our study suggests that HTT−chromatin interactions may play a role in organizing chromatin and promoting cell type-specific gene expression, with HTT occupancy predicting transcriptional dysregulation in HD.

## INTRODUCTION

Huntington's disease (HD) is a fatal dominant neurodegenerative disease caused by expansion of a glutamine-coding (polyQ) CAG tract near the 5′ end of the *Huntingtin* (*HTT*) gene (The Huntington's Disease Collaborative Research Group, 1993). Clinical symptoms include deficits in motor control and cognition, as well as psychiatric symptoms. HD progression is linked to the selective death of spiny projection neurons (SPNs) in the striatum (Bates et al., 2015). Transcriptional (Cha, 2007) and epigenomic (Achour et al., 2015; Bassi et al., 2017; Le Gras et al., 2017; Alcalá-Vida et al., 2021) dysregulation are among the earliest phenotypes in cells and tissues expressing mutant HTT protein (mHTT), an observation that is reproducible and shared between brain tissue from humans with HD and in mouse models (Ament et al., 2017; Hodges et al., 2006; Langfelder et al., 2016). While the molecular mechanisms by which mHTT mediates these changes are incompletely understood, the importance of somatic CAG expansion (De Rooij et al., 1995; Kono et al., 1999; Telenius et al., 1994; Mätlik et al., 2024) passing a critical threshold is now beginning to be appreciated as a major pathogenic milestone (Handsaker et al., 2025; Wang et al., 2025).

A straightforward hypothesis is that HTT directly contributes to transcriptional dysregulation in HD through interactions with chromatin-bound DNA. In the cell, HTT protein dynamically shuttles between the cytoplasm and nucleus (Xia et al., 2003). Mis-localization of mHTT to the nucleus is an early phenotype in HD animal models, roughly coincident with the onset of transcriptional changes, and a critical driver of mHTT-mediated neuronal death, both *in vitro* and in mouse models (Xia et al., 2003; Gu et al., 2015; Saudou et al., 1998). To date, specific interactions of HTT with chromatin remain obscure but are supported by several lines of indirect evidence: (i) chromatin immunoprecipitation indicates that HTT affiliates with chromatin DNA (Benn et al., 2008); (ii) the HTT protein contains a series of HEAT domains, which are capable of serving as DNA-binding domains (Neuwald and Hirano, 2000); and (iii) HTT forms direct protein−protein interactions with a variety of transcriptional regulatory proteins in the nucleus, including transcription factors and chromatin remodeling factors (Saudou and Humbert, 2016). Perhaps the best understood of such interactions involve chromatin remodeling complexes that mediate gene repression and heterochromatin formation. HTT binds in a polyQ-length-sensitive manner to polycomb repressive complex 2 (PRC2), the chromatin remodeling complex responsible for trimethylation of lysine 27 on the histone 3 tail (H3K27me3), a repressive mark associated with bivalent or poised chromatin regions that are crucial for developmental fate commitment (Seong et al., 2010). Ablation of PRC2 in SPNs reproduces several of the cellular phenotypes in HD, including aberrant de-repression of transcripts that encode developmentally regulated transcription factors, loss of SPN identity gene expression and prolonged cell death (von Schimmelmann et al., 2016). We (Malaiya et al., 2021) and others (Achour et al., 2015; Langfelder et al., 2016) have previously observed that a common transcriptional feature of HD is a reduction of cell-type-appropriate gene expression, providing additional impetus to understand changes in PRC2 function in HD, given its key role in the regulation of cell fate (Margueron and Reinberg, 2011).

To investigate the hypothesis that HTT occupies specific locations on chromatin DNA, we performed chromatin immunoprecipitation and deep sequencing (ChIP-seq) to map HTT genomic occupancy in striatal tissue obtained from the *Htt^Q111/Q111^* knock-in mouse model of the HD mutation and in wild-type *Htt^+/+^* controls. We analyzed these data together with publicly available RNA-seq and newly generated ChIP-seq data of the histone modifications H3K27me3, H3K9me3 and H3K4me3, and the PRC2 histone methyltransferase effector subunit EZH2, generated in parallel from the striatum of age-matched of *Htt^Q111/+^* mice. We describe thousands of reproducible HTT ChIP-seq peaks, both in *Htt^+/+^* and *Htt^Q111/Q111^* mice, and observe robust genotype-specific patterns of occupancy that are correlated with epigenetic and transcriptional changes seen in HD. These results provide, for the first time, a genome-wide map of HTT genomic occupancy and suggest that altered transcription in HD arises, in part, via alteration of direct HTT−chromatin interactions.

## RESULTS

### HTT reproducibly occupies thousands of locations in the mouse genome

We set out to map the genomic occupancy of HTT and assess its relationship to HD mutations in the striatum of *Htt^Q111/Q111^* and wild-type mice. *Htt^Q111^* is a well-characterized, genetically precise knock-in mouse model of a mutation associated with juvenile-onset HD, in which a human allele of *HTT* exon 1 with approximately 111 glutamine-encoding CAG repeats has been inserted into the endogenous mouse *Htt* locus. For maximal fidelity to genetics of human HD patients, most studies utilize heterozygous *Htt^Q111/+^* mice. However, for HTT ChIP-seq experiments homozygous *Htt^Q111/Q111^* mice are preferred to avoid the confound of two isoforms of HTT being present in each sample*.* HD is inherited in a fully dominant fashion, and HD patients with pathogenic-length CAG repeat expansions in two alleles generally experience symptoms equivalent to heterozygous patients with a single mutant allele. Likewise, the progression of disease-related phenotypes is comparable in heterozygous *Htt^Q111/+^* mice and *Htt^Q111/Q111^* homozygotes, with four months of age representing an early time point. At this age, we (Ament et al., 2017; Bragg et al., 2017) and others (Langfelder et al., 2016) have detected hundreds of differentially expressed genes in striatal tissue and misfolded HTT isoforms in the nuclei of many striatal SPNs from *Htt^Q111/+^* mice, but there is not yet any discernible striatal cell death or glial proliferation (Bragg et al., 2017). Chromatin immunoprecipitation and deep sequencing (ChIP-seq) has been performed using striatal tissue from 4-month-old *Htt^Q111/Q111^* and wild-type mice, using the well-validated antibody EPR5526 (Schut et al., 2015) that recognizes an N-terminal epitope of the HTT protein with no known differences in affinity for wild-type vs mutant HTT isoforms. We sequenced three biological replicates from *Htt^Q111/Q111^* mice and three from *Htt^+/+^* mice, with each biological replicate consisting of pooled striata from three mice (Fig. 1A).

**Fig. 1.**
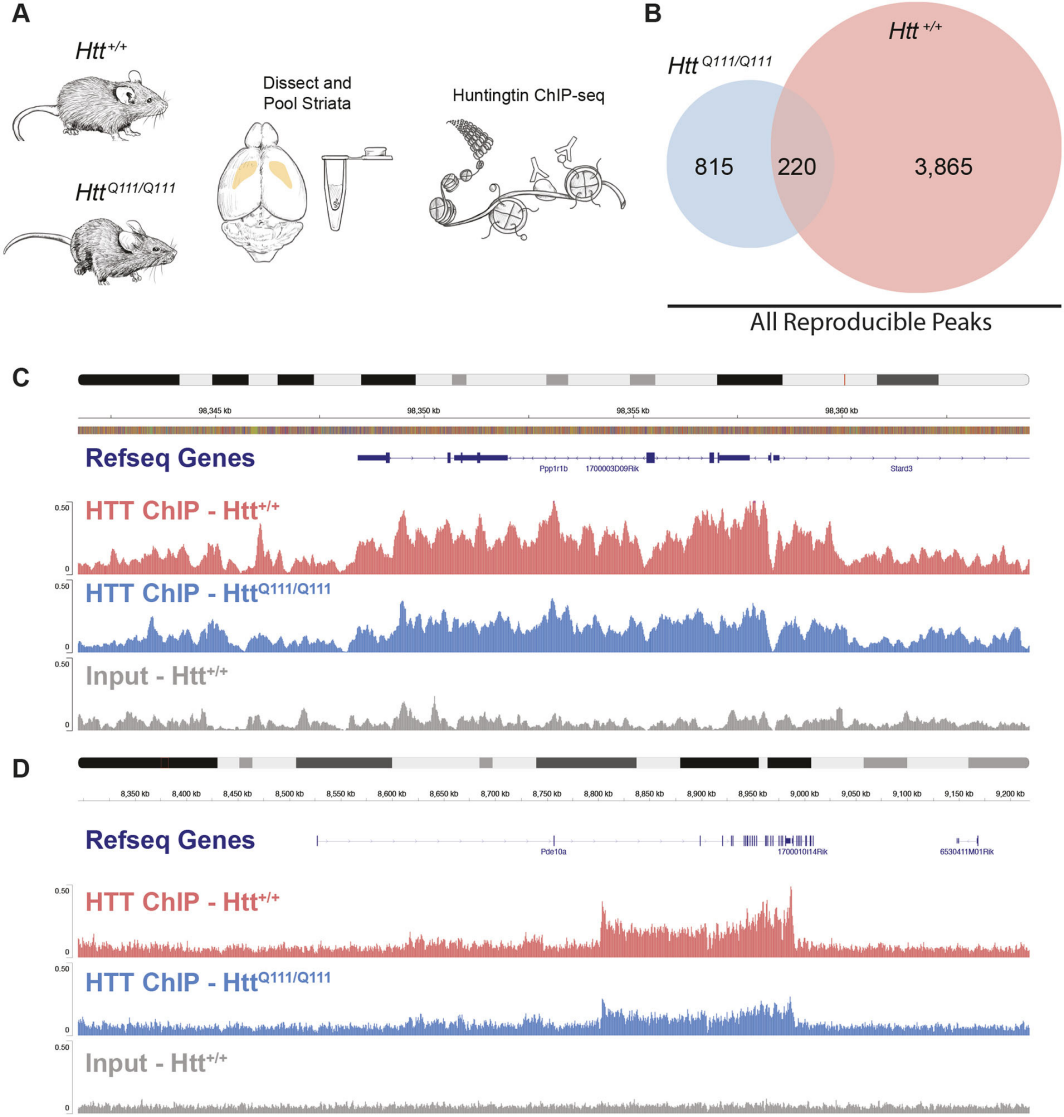
**Reproducible HTT ChIP-seq peak profiles of 4-month-old *Htt^+/+^* and *Htt^Q111/Q111^* mice.** (A) Schematic of experimental layout. (B) Venn diagram depicting the number *Htt^+/+^*-specific, *Htt^Q111/Q111^*-specific and shared HTT peaks reproducible at FDR<0.01 in at least two biological replicates from each genotype. (C,D) Normalized genomic coverage at representative HTT ChIP-Seq peaks in *Htt^+/+^* mice (peach) and *Htt^Q111/Q111^* mice (blue), with *Htt^+/+^* input control sample (gray). Chromosomal locations and NCBI Reference Sequence Database (Refseq Genes) (mouse genome mm10) are indicated. Genes upstream of *Pde10a* (D) have been omitted for labeling clarity.

Initial inspection suggested that HTT occupies broad domains along chromatin DNA (e.g.Fig. 1C-D). We conducted peak-calling using model-based analysis of ChIP-seq data (MACS) (Zhang et al., 2008) in broad peak mode, which revealed 9656 reproducible peaks, of which 9624 peaks were not overlapping blacklisted regions and 4900 peaks were conditionally reproducible, i.e. identified independently in at least two biological replicates from each genotype (Fig. 1B; Tables S1, S2). Reproducible HTT peaks (HTT, mHTT and shared) were found in both genic and intergenic regions: 0.1% in the 5′ UTR; 31% within 3 kb upstream of the transcriptional start site (TSS); 1.1% in the first exon; 3.6% in other exons; 10.7% in the first intron; 28.1% in other introns; and 4.4% in the 3′ UTR, with 20.8% ≤300 kb downstream or in distal intergenic regions (Fig. 4A). A HTT-sequence-specific control experiment supports the hypothesis that these regions accurately reflect HTT occupancy rather than non-specific signals. Namely, we observed fewer HTT ChIP-seq peaks in brain tissue from mice treated with an antisense oligonucleotide (ASO) to reduce HTT levels in the brain (Fig. S1).

Robust HTT peaks were found within 1 Mb of 2628 protein-coding genes. Importantly, most genes do not contain HTT-binding sites, suggesting that HTT occupancy in the vicinity of a given gene may reflect a specific regulatory role limited to this subset of genes, rather than promiscuous binding to every gene. Manual examination of the HTT peaks in gene bodies shows greater HTT occupancy near the 3′ end of the coding region, rather than binding as a sharp peak in a promoter or enhancer, as would be expected if HTT acts as a transcription factor (Benn et al., 2008). Genes with this HTT occupancy pattern include canonical markers for SPNs, such as *Ppp1r1b* (DARPP32) and *Pde10a* (Fig. 1C-D), which have previously been shown to have altered chromatin conformation in the striatum of *Htt^Q140/Q140^*mice (Alcalá-Vida et al., 2021).

### Differential occupancy in *Htt^Q111/Q111^* mice

Next, we quantified HTT occupancy in *Htt^Q111/Q111^* vs wild-type mice using DiffBind (Ross-Innes et al., 2012). We found 244 peaks with significantly reduced occupancy in *Htt^Q111/Q111^* compared to wild-type mice and four peaks with higher occupancy in *Htt^Q111/Q111^* mice [False Discovery Rate (FDR)<0.1 (Fig. 2A; Table S3), suggesting a bias towards reduced occupancy in *Htt^Q111/Q111^* samples. Notably, genes with nearby reduced peak occupancy in *Htt^Q111/Q111^* striata include important SPN identity genes − many with robust HTT ChIP-seq signals across the coding region − such as *Pde10a* and *Rgs9* (Fig. 2A). To more formally establish the gene sets associated with genes near to DiffBind-nominated peaks, we assigned peaks to the nearest annotated gene if they were overlapping with the TSS (−1 kb to +100 bp), TTS (−100 bp to +1 kb), exon, intronic or intergenic region (1 kb to 1Mb), and conducted enrichment analyses using Enrichr (Xie et al., 2021). Genes near HTT peaks that are reduced in *Htt^Q111/Q111^* mice relative to *Htt^+/+^* mice were more likely to be markers of striatal identity, as cataloged by the Mouse Gene Atlas (Wu et al., 2016) (Fig. 2B; Table S4). No such enrichments were found for genes near HTT peaks that are higher in *Htt^Q111/Q111^* relative to *Htt^+/+^* mice (data not shown). Next, we investigated enrichments in a collection of 2579 manually curated HD-relevant transcriptional signatures from the Huntington's Disease Molecular Signatures Database (HDSigDB; https://hdsigdb.hdinhd.org/, 2021 mouse version). Genes near HTT peaks with decreased occupancy in *Htt^Q111/Q111^* mice were markedly enriched, with genes found to be downregulated in the striatum of preclinical HD mouse models (e.g. ‘Genes Down-Regulated In dSPNs Of HdhQ170 Vs HdhQ20 PMID32681824’; *p_adj_*=8.45e-23; Fig. 2C), suggesting a pattern of reduced HTT genomic occupancy near SPN identity genes that are transcriptionally downregulated in the striatum across HD model systems.

**Fig. 2.**
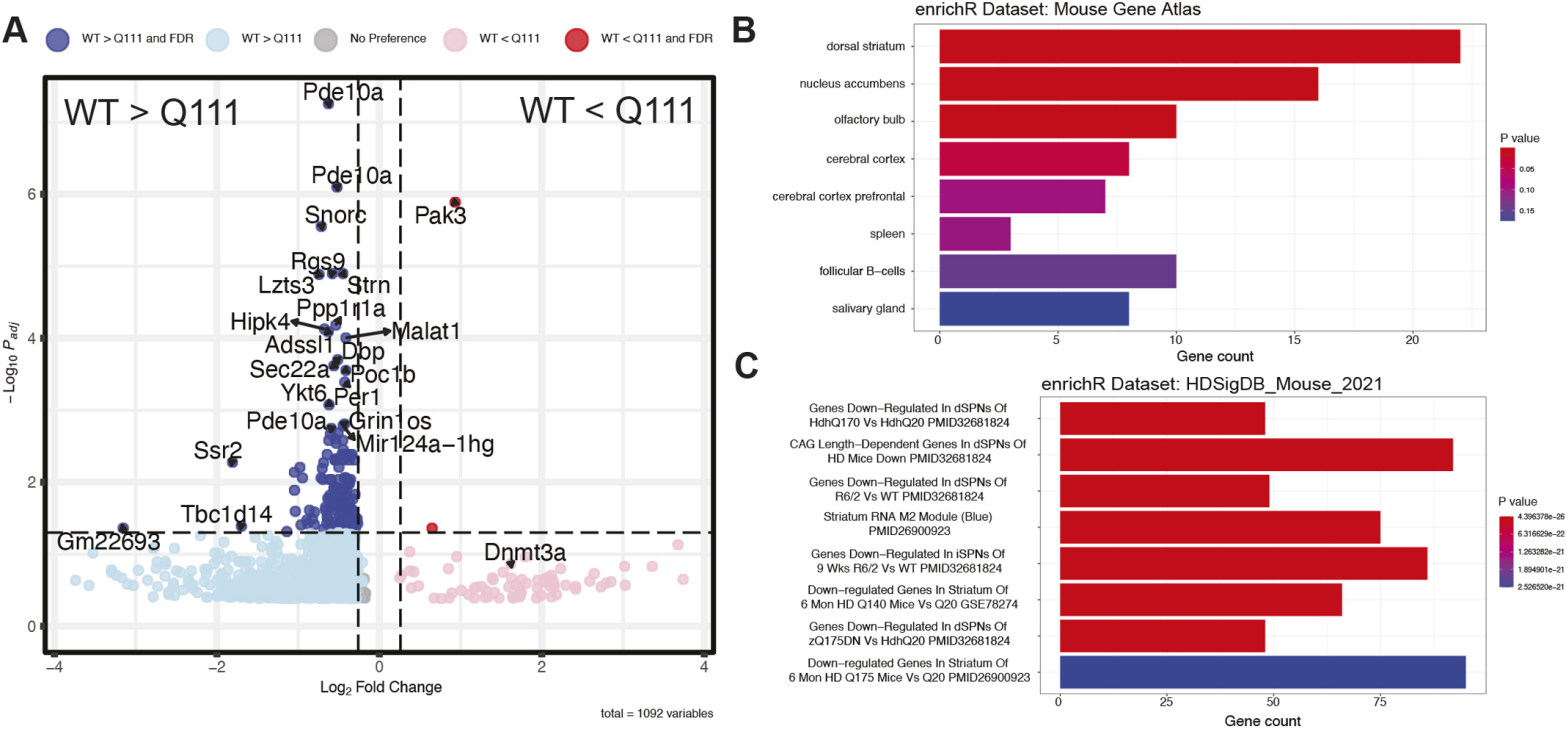
**Differential chromatin binding of HTT in *Htt^+/+^* and *Htt^Q111/Q111^* mice.** (A) Volcano plot summarizing the results of the DiffBind analysis. The *x*-axis indicates the fold change, the *y*-axis the adjusted *P*-value. DiffBind peaks with an FDR<0.05 and/or an absolute fold change of >0.26 are identified by the nearest gene symbol. DiffBind peaks not matching those criteria are indicated by gray dots. (B) 244 genes with reduced peaks in the *Htt^Q111/Q111^* mice (FDR<0.1) were examined for enrichment amongst a number of different mouse tissues by using Enrichr. The bar graph indicates the count of these genes amongst mouse tissues with significant enrichments. Only the terms ‘dorsal striatum’ and ‘nucleus accumbens’ meet the stringency threshold *P_adj_*<0.05. (C) Enrichment of DiffBind nominated peaks in HDSigDB gene sets reveals strikingly enriched sets, notably those that include genes that are downregulated in the striatum of HD mouse models.

### Histone methylation and EZH2 occupancy in *Htt^Q111/+^* mice

To compare HTT occupancy and chromatin states of interest, we generated ChIP-seq Histone H3 modifications associated with specific chromatin states: trimethylation of lysine 27 (H3K27me3), trimethylation of lysine 9 (H3K9me3), trimethylation of lysine 4 (H3K4me3) and acetylation of lysine 27 (H3K27ac). These marks are associated with active promoters (H3K4me3), active promoters and enhancers (H3K27ac), facultatively repressed promoters and enhancers (H3K27me3), and constitutively repressed regions (H3K9me3) (Zhou et al., 2011). These experiments used striatal tissue from mice of the same age as the *Htt^Q111/Q111^* animals used in our HTT ChIP-seq experiments described above (*n*=3/genotype) but utilized heterozygous *Htt^Q111/+^* mice to enable matched comparisons to published gene expression datasets from heterozygous *Htt^Q111/+^* mice (Ament et al., 2017; Langfelder et al., 2016; Bragg et al., 2017). 

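H3K4me3, H3K27ac and H3K27me3 were each profiled in 3 HttQ111/+ and 3 Htt+/+ replicates, and every replicate was a pool of striata from 5 male mice aged 4 months. H3K9me3 was not analysed here. HttQ111/+ mice carry an expanded CAG repeat in a single copy of Htt, and Htt+/+ mice are their wild-type controls. In ChIP-seq, an antibody pulls down chromatin carrying its target, and a peak is a stretch of the genome in which the sequenced fragments pile up. Drosophila chromatin was added to every reaction, and the authors scaled the mouse alignments of a sample to its Drosophila alignments and called peaks in each sample separately. For each sample they deposited a list of intervals on mm10 with the highest and the average fragment density of each interval. These densities are a signal and not read counts, so the sequencing depth of the samples is unknown. Every interval starts at a multiple of 200 bp, and the highest density, here called the peak value, was a whole number between 4 and 410 over the 24 lists of the histone marks and EZH2.
Peaks of the 6 samples of a mark that overlapped by at least 1 bp were merged into regions. A region was kept as reproducible when at least 2 samples of the same genotype had a peak in it. The paper's methods name the same number of samples and do not state how peaks of different samples were joined. The regions with a peak in all 6 samples were compared between genotypes by limma on the log2 peak value, with Benjamini-Hochberg adjustment over the regions of the mark. Setting peak values of separate lists side by side rests on the authors' spike-in scaling, whereas the paper's own test used reads per peak region normalized to total library size. The comparison was therefore repeated after each sample was centred on its median over these regions, which removes any difference shared by all regions of a sample. Values per sample were compared by two-sided exact permutation tests, in which 3 samples against 3 cannot give a p below 0.1. The median peak value over the regions called in all 6 samples was 138, 130 and 133 in the HttQ111/+ replicates and 106, 129 and 206 in the Htt+/+ replicates for H3K4me3. It was 38, 39 and 52 against 44, 39 and 45 for H3K27ac, and 19, 9 and 16 against 17, 25 and 23 for H3K27me3.

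**Figure D1:**
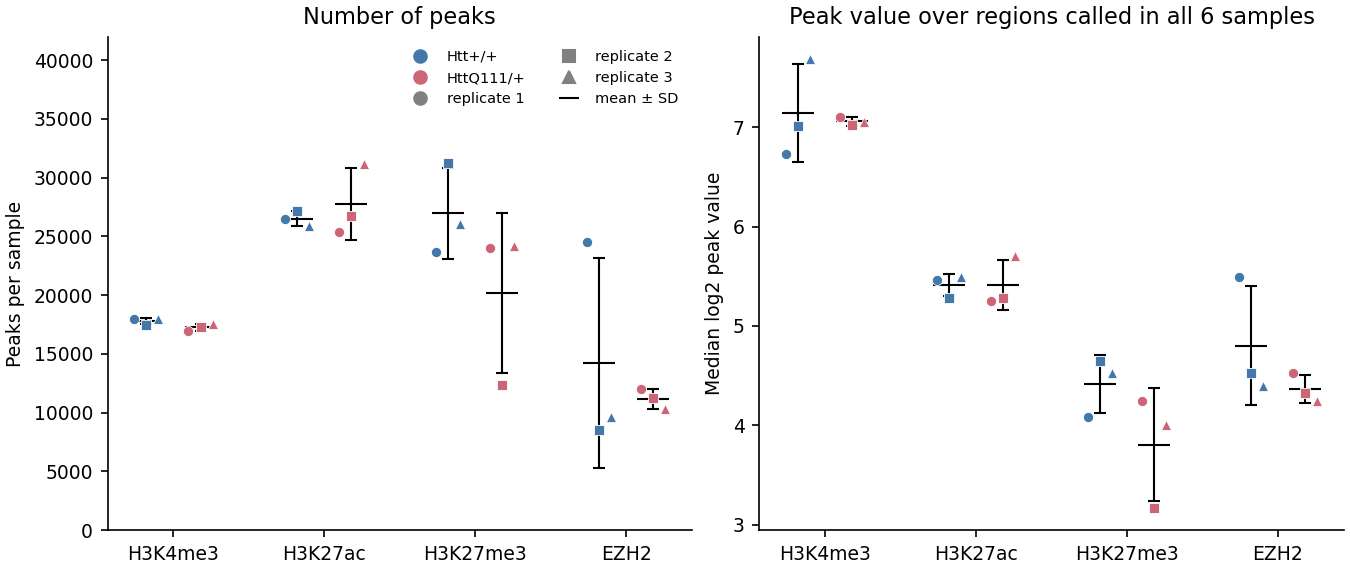
Peaks per sample (left) and median log2 peak value over the regions called in all 6 samples (right) for each mark, by genotype. Points are replicates and black bars are the mean ± SD of 3 replicates. H3K4me3 lists hold between 16972 and 17997 peaks, while H3K27me3 lists range from 12356 to 31231 and EZH2 lists from 8548 to 24532.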

After library construction, sequencing, input normalization and peak calling, we identified 17672, 25315, 22304 and 27337 reproducible peaks for H3K4me3, H3K27me3, H3K9me3 and H3K27ac, respectively. 

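In the deposited lists, H3K4me3 had 17279 ± 297 peaks (SD, n = 3) in HttQ111/+ and 17815 ± 280 (SD, n = 3) in Htt+/+ striata (exact permutation test, p = 0.2). H3K27ac had 27765 ± 3027 and 26508 ± 637 peaks (SD, n = 3 each, exact p = 0.8). H3K27me3 had 20202 ± 6795 and 26979 ± 3863 peaks (SD, n = 3 each, exact p = 0.3). The H3K4me3 difference was larger than the SD of either genotype, and those of H3K27ac and H3K27me3 were smaller than the SD of the HttQ111/+ samples. The H3K27me3 peaks covered 209 ± 80.5 Mb of the genome in HttQ111/+ and 255 ± 11.7 Mb in Htt+/+ samples (SD, n = 3 each, exact p = 0.5). With each sample left out in turn, the difference in covered length ranged from −81.8 to −2.55 Mb. The difference in H3K27me3 peaks then ranged from −8771.5 to −2853.5. HttQ111/+ replicate 2 had the shortest H3K27me3 list, with 12356 peaks over 122 Mb.
Merging gave 18913 regions for H3K4me3, 29648 for H3K27ac and 26669 for H3K27me3. Of these, 17450, 24710 and 19504 were reproducible. When the pieces of the genome covered by peaks of at least 2 samples of a genotype were counted in place of whole merged regions, an alternative chosen after seeing the data, there were 17874 for H3K4me3, 27639 for H3K27ac and 25813 for H3K27me3. Among the reproducible regions, 285 of H3K4me3, 2101 of H3K27ac and 710 of H3K27me3 met the criterion in HttQ111/+ samples only, and 774, 1100 and 4597 met it in Htt+/+ samples only. A peak was present in all 6 samples in 88.5% of the reproducible regions for H3K4me3, 75.5% for H3K27ac and 37.99% for H3K27me3.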

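The distance from each reproducible region to the nearest transcription start site was taken from the GENCODE release M21 annotation of GRCm38, counting from the nearest edge of the region. For H3K4me3, 78.3% of 17450 regions lay within 1 kb of a start site, and over the 6 lists the share of peaks was 78.2% ± 1.15 (SD, n = 6). For H3K27ac, the share was 53.7% of 24710 regions and 49.2% ± 3.11 per list (SD, n = 6), and 23.03% of its regions lay over 20 kb from any start site. For H3K27me3, the share was 41.8% of 19504 regions and 32.6% ± 3.11 per list (SD, n = 6), and 27.8% of its regions lay over 20 kb away. Each pair of these 3 marks differed by more than the spread between lists (two-sided exact permutation test over 6 lists against 6, p = 0.00216 for each pair, the smallest p this design allows, and 0.0026 after Benjamini-Hochberg adjustment over 6 pairs of marks). The definition of distance moved the share most: from the middle of the region, 51.2% of H3K4me3, 27.2% of H3K27ac and 10.9% of H3K27me3 regions lay within 1 kb. H3K9me3 was not analysed here.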

As expected, H3K4me3 was localized primarily at promoters, H3K27ac and H3K27me3 in enhancers and promoters, and H3K9me3 in more distal regions (Fig. 4A). Using these data, we examined differential methylation, acetylation or occupancy of each dataset in *Htt^Q111/+^* vs *Htt^+/+^* samples. At FDR<0.1, there were no robust peak differences for H3K9me3, H3K4me3 or H3K27ac, suggesting that any genotypic differences in these marks are subtle. However, we identified 42 H3K27me3 differentially methylated regions (DMRs) at FDR<0.1 (Table S5; Fig. 3A). 

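For H3K4me3, 15448 regions had a peak in all 6 samples, and limma found 0 of them at an adjusted p below 0.1 (smallest adjusted p = 0.576 from limma with Benjamini-Hochberg adjustment). At an unadjusted p below 0.05 there were 162 regions, of which 97.5% had a lower value in HttQ111/+. After each sample was centred on its median there were 390 such regions, and 51.0% of them were lower. For H3K27ac, 0 of 18655 regions passed an adjusted p of 0.1 (smallest adjusted p = 0.139 from limma with Benjamini-Hochberg adjustment). There, 616 regions had an unadjusted p below 0.05, with 62.8% of them lower in HttQ111/+, and after centring 1005 regions did, with 70.7% lower. Simulations with a log2 shift of 1 kept the sample medians. The fit without centring recovered 1 of 200 shifted H3K4me3 regions and 97 of 200 H3K27ac regions. For H3K4me3, a count of 0 therefore cannot exclude changes of that size.
The alternative that moved the adjusted H3K4me3 count most set a missing peak to the lowest value of its list, which gave 52 of 17450 regions, 47 of them lower in HttQ111/+. The samples carry replicate numbers 1 to 3 in both genotypes. In H3K4me3, deviations of same-numbered samples from their genotype mean had a mean correlation of −0.25 against 0.12 for samples of other numbers, so the numbers did not pair samples that move together. With the replicate block in the model, 1 H3K4me3 region passed the adjusted threshold and 337 had an unadjusted p below 0.05. The median log2 peak value differed between HttQ111/+ and Htt+/+ by −0.08 for H3K4me3 and by −0.00097 for H3K27ac (exact permutation test, n = 3 each, p = 1 for both).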

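H3K27me3 was tested in 7410 regions with a peak in all 6 samples. Limma found 0 regions at an adjusted p below 0.1, and the smallest adjusted p was 0.386 (limma with Benjamini-Hochberg adjustment). At an unadjusted p below 0.05 there were 461 regions. After median centring, 0 regions passed the adjusted threshold and 463 the unadjusted one, and 131 regions were among both the 461 and the 463. Leaving the trend out of the variance estimate gave 1 region at an adjusted p below 0.1. The replicate block together with median centring gave 5, of which 3 were lower and 2 higher in HttQ111/+. In simulations that kept the sample medians, the fit without centring recovered 0 of 200 regions at a log2 shift of 1. A count of 0 therefore cannot exclude changes of that size. In 886 of the 7410 regions (11.96%) every HttQ111/+ sample lay below every Htt+/+ sample or the reverse, and all 886 were lower in HttQ111/+. Chance gives 10% if no values tie. Peak values are whole numbers that can tie, and the regions of a sample share its scaling. The share is therefore no test against 10%. After centring, 252 regions were lower and 540 higher in HttQ111/+ without overlap of the genotypes, together 10.7%.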

Notably, 41 of 42 H3K27me3 DMRs (98%) had reduced levels of methylation in *Htt^Q111/+^* vs *Htt^+/+^*mice. 

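The median log2 H3K27me3 peak value over the 7410 regions was 3.81 ± 0.56 (SD, n = 3) in HttQ111/+ and 4.42 ± 0.29 (SD, n = 3) in Htt+/+ samples, a difference of −0.61 (two-sided exact permutation test, p = 0.2). In single samples it was 4.25, 3.17 and 4.00 for HttQ111/+ replicates 1, 2 and 3, and 4.09, 4.64 and 4.52 for Htt+/+ replicates 1, 2 and 3. Htt+/+ replicate 1 therefore lay below HttQ111/+ replicate 1, and the genotypes overlapped. The mean value was lower in HttQ111/+ in 99.4% of the regions. With every sample centred on its median the share was 49.1%. Without HttQ111/+ replicate 2, the difference between the genotype medians was −0.20 over the 12652 regions that result when only the peaks of the other 5 samples are merged and a peak is required in each.

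**Figure D2:**
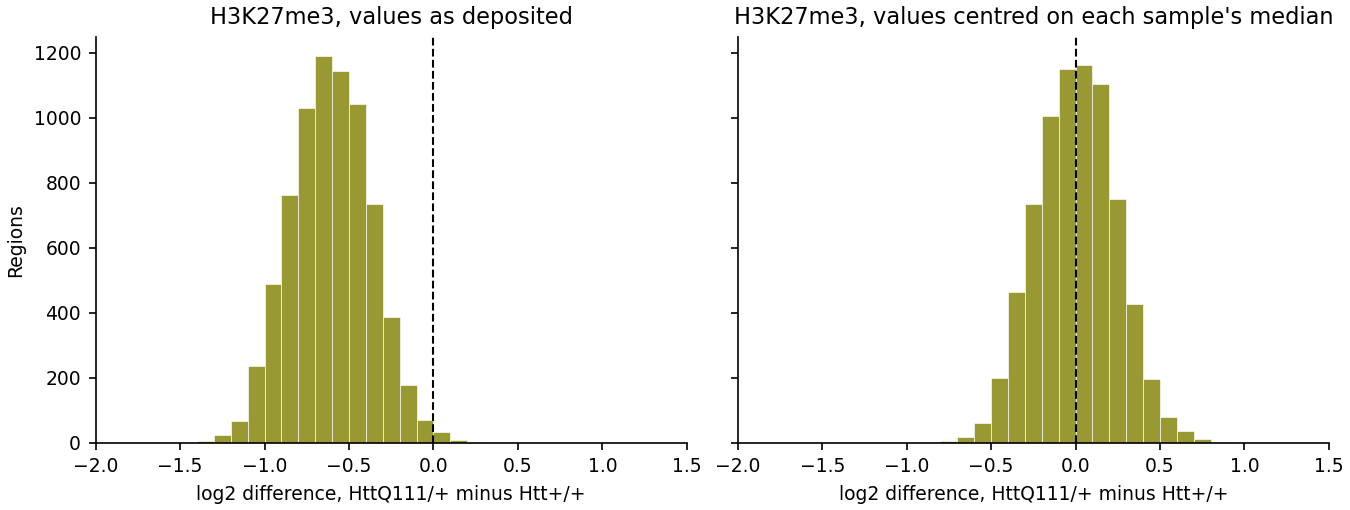
Histograms of the log2 difference in H3K27me3 peak value between HttQ111/+ and Htt+/+ samples over 7410 regions, with values as deposited (left) and with each sample centred on its own median (right). The y axis counts regions and the dashed line marks no difference. The median difference is −0.61 with values as deposited and 0.0046 after centring.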

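Among the H3K27me3 regions with an unadjusted p below 0.05 in limma, 100% had a lower value in HttQ111/+ than in Htt+/+ samples. The number of such regions depended on how a region with a missing peak was treated. With all 19504 reproducible regions tested and a missing peak set to the lowest value of its list, 1941 regions had an unadjusted p below 0.05, 1938 of them (99.8%) lower in HttQ111/+. It also depended on scaling. After median centring, 29.4% of such regions were lower, 136 against 327 that were higher, and with within-sample percentile ranks 178 of 358 regions (49.7%) were lower. Over the 6 fits that each left out one sample, the count ranged from 24 to 1616 regions. HttQ111/+ replicate 2 lacked 40.8% of the regions called in the other 5 samples. Filling its missing peaks at its lowest value lowers HttQ111/+, so the 1941 regions and their direction follow in part from the filling.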

At a more lenient *P*-value (*P*<0.05), there were 2018 H3K27me3 DMRs, of which 1926 (96%) showed reduced methylation in *Htt^Q111/+^* samples. These results suggest that HD mutations lead to changes in H3K27 trimethylation in the striatum of 4-month-old *Htt^Q111/+^* mice, including a previously undescribed reduction in H3K27me3 levels in many genomic regions.

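The authors' peak calls can also be compared without any peak value. A total of 323 H3K27me3 regions had a peak in every Htt+/+ sample and in no HttQ111/+ sample, and 8 had the reverse. The 6 samples can be split into 3 and 3 in 10 ways, of which 4 part all same-numbered pairs, and 2 of those 4 gave a total of such regions at least as large, the real one included. Among all 10 splits, 3 did. When the peaks of all 6 samples were merged, 12522 regions had a peak in the other 5 samples, and HttQ111/+ replicate 2 lacked 5112 of these (40.8%). From its differentially methylated regions (Fig. 3A), the paper proposes that HD mutations change H3K27 trimethylation in the striatum of HttQ111/+ mice.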

**Fig. 3.**
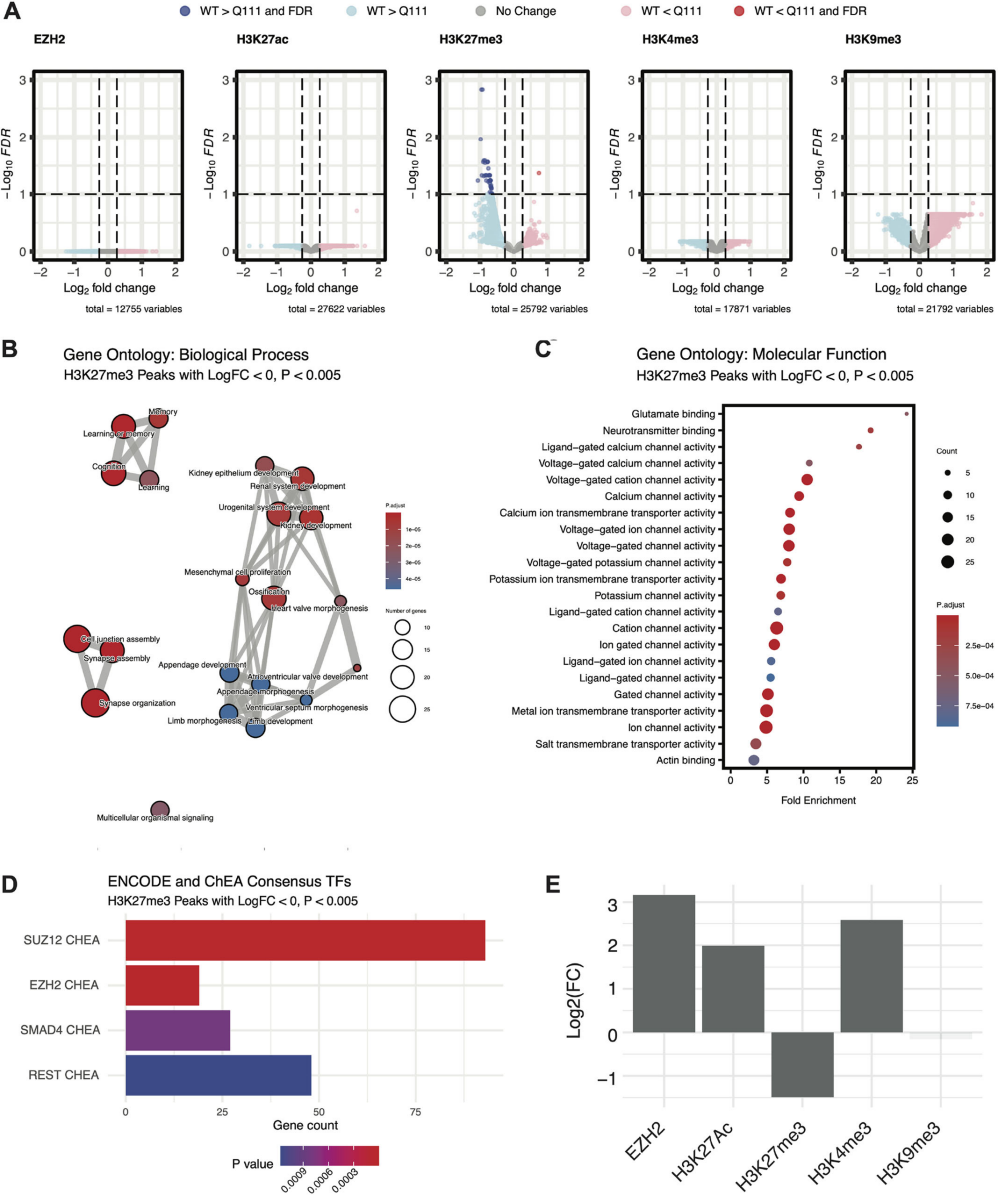
**ChIP-seq analysis reveals early changes in H3K27me3 near developmentally important genes in *Htt^Q111/+^* mice.** (A) Volcano plots summarizing differential histone modifications for H3K27me3, H3K9me3 and H3K4me3, and differential occupancy for EZH2 in striatal tissue from 4-month-old in *Htt^Q111/+^* versus *Htt^+/+^* mice. The *x*-axis indicates the log_2_FC and the *y*-axis indicates the -log_10_ (*P*-value) for the comparison of peak-read depth between genotypes. Regions with greater levels or occupancy in *Htt^+/+^* mice are shown in blue, regions with greater levels or occupancy in *Htt^Q111/+^* mice are shown in pink. Dashed horizontal lines indicate an FDR of 0.1; vertical lines are Log_2_FC=±0.26. (B) Network depiction of Gene Ontology Biological Processes enrichment near differentially methylated regions with reduced H3K27me3 in *Htt^Q111/+^* mice. (C) Gene Ontology Molecular Function enrichment near differentially methylated regions with reduced H3K27me3 in *Htt^Q111/+^* mice. (D) Enrichment of 495 genes in nominal differentially methylated regions with reduced H3K27me3 in *Htt^Q111/+^* mice (unadjusted *P*<0.005) among consensus transcription factor (TF)/target gene databases, i.e. ENCODE and ChEA Consensus TFs from the Enrichr package. Robustly enriched transcription factor lists include: SUZ12 CHEA (93/1684; *P_adj_*=8.3e13; EZH2 CHEA (19/237; *p_adj_*=2.0e04); SMAD4 CHEA (27/584; *P_adj_*=2.6E02); REST CHEA (48/1280; *P_adj_*=2.8e02). (E) Enrichment of EZH2 and indicated chromatin mark ChIP-seq peaks (MACS FDR<0.05) in HTT ChIP-seq peak regions. The *y*-axis indicates the log-transformed fold change (enrichment or depletion) in the number of overlapping base pairs compared to the average of 100,000 re-sampling permutations of genomic coordinates. Plotting density indicates the *P*-value, derived from these same permutations.

The reduction of H3K27me3 in *Htt^Q111/+^* vs *Htt^+/+^* striata suggested a possible partial change of PRC2 function, the enzyme complex responsible for ‘writing’ the H3K27me3 mark (Margueron and Reinberg, 2011). We investigated the genes proximal to H3K27me3 DMRs (*P*-value<0.05) to gain insight into their potential biological consequences. 

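Of the 21 genes that Table S6 lists under synapse assembly, all 21 were found in the annotation and 5 had an H3K27me3 region tested in all 6 samples within 20 kb of a transcription start site. The median log2 difference of these 5 genes between HttQ111/+ and Htt+/+ samples was −0.81, against −0.68 for the 12947 genes with such a region. This median lay at percentile 2.28 of 10000 random gene lists of the same size matched on mean peak value. Relative to all tested regions, the set's median differed between the genotypes by −0.11 (two-sided exact permutation test, n = 3 each, p = 0.4). That difference ranged from −0.23 to −0.041 with one sample left out at a time. The list was drawn by the paper from regions of the same libraries, so the percentile shows no independent stability.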

Functional annotation of H3K27me3 DMRs with Genomic Regions Enrichment of Annotations Tool (GREAT) (McLean et al., 2010) and Genekitr (Liu and Li, 2023) (Fig. 3B; Table S6) revealed that negative DMRs in *Htt^Q111/+^* striata were enriched near genes that impinge on development and morphogenesis (e.g. GO:0001822, Kidney Development, *P_adj_*=4.4e-06), genes involved in synapse formation and stability (e.g. GO:0007416, Synapse Assembly, *P_adj_*=1.4e-10), and genes related to cognitive processes (e.g. GO:0007611, Learning or Memory, *P_adj_*=5.3e-07). Genes associated with decreased H3K27me3 levels were enriched for molecular functions at the synapse (Fig. 3C), including glutamate binding (GO:0016595, *P_adj_*=4.8e-04) and calcium channel activity (GO:0005262, *P_adj_*=9.7e-08). 

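Table S6 lists 19 genes under voltage-gated cation channel activity, of which 10 had an H3K27me3 region tested in all 6 samples within 20 kb of a start site. Every one of the 10 had a lower value in HttQ111/+ than in Htt+/+ samples, with a median log2 difference of −0.79 (percentile 4.37 of the matched random lists). These genes, too, were picked by the paper from the same samples, and the percentile is no separate test of them. Set against each sample's median over all tested regions, the genes' median was 0.20 ± 0.075 (SD, n = 3) in HttQ111/+ and 0.43 ± 0.17 (SD, n = 3) in Htt+/+ samples, a difference of −0.23 (two-sided exact permutation test, p = 0.2).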

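Among the 19 genes of the EZH2 ChEA set of Table S6, 9 had an H3K27me3 region tested in all 6 samples within 20 kb of a start site. Their median log2 difference between HttQ111/+ and Htt+/+ samples was −0.96, which lay at percentile 0.03 of 10000 random gene lists matched on mean peak value. As the paper selected the set's genes by their reduced H3K27me3 in these libraries, a low percentile follows in part from the selection. Relative to each sample's median over all tested regions, the set stood at 0.27 ± 0.021 (SD, n = 3) in HttQ111/+ and 0.64 ± 0.37 (SD, n = 3) in Htt+/+ samples (difference −0.37, two-sided exact permutation test, p = 0.4). The spread between Htt+/+ samples was as large as the difference. With one sample left out at a time, the difference stayed between −0.60 and −0.23.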

Assessment of negative H3K27me3 DMRs for transcription factor-associated chromosomal localization by using Enrichr indicated enrichment at known PRC2 target genes − i.e. those associated with PRC2 subunits EZH2 and SUZ12 (Fig. 3D) − many of which are involved in cell-fate determination (Pereira et al., 2010). Notable examples of developmentally important genes near negative H3K27me3 DMRs include those of transcription factors *Sox11* and *Foxp2.* Therefore, mHTT expression in the striatum is associated with reduced H3K27me3 levels in the vicinity of synaptic, as well as developmentally important genes, including transcription factors that are targets of the PRC2 complex. 

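Sox11 (ENSMUSG00000063632.6) lies on chromosome 12 of GRCm38 from 27334264 to 27342574 on the minus strand. An H3K27me3 region from 27340400 to 27344599 covers its transcription start site, part of its coding sequence and an untranslated region. Its peak value was 12 in HttQ111/+ replicate 1 and 13 in replicate 3, with no peak in replicate 2, and 13, 14 and 25 in Htt+/+ replicates 1, 2 and 3. A region from 27353000 to 27360199, outside the gene, had values of 15 and 13 with no peak in HttQ111/+ replicate 2, and 17, 15 and 18 in Htt+/+ samples. Foxp2 (ENSMUSG00000029563.16) lies on chromosome 6 from 14901349 to 15441977 on the plus strand, and an H3K27me3 region from 14897000 to 14902799 covers its first start site and untranslated sequence. There the values were 11 and 12 with no peak in HttQ111/+ replicate 2, and 15, 26 and 29 in Htt+/+ samples.
Because of the missing peak, none of these regions was among those tested in all 6 samples. With the missing peak set to the lowest value of its list, the log2 difference was −0.96 (SE 0.56) and −0.85 (SE 0.55) for the Sox11 regions and −1.47 (SE 0.53) for the Foxp2 region. The unadjusted p from limma was 0.0862, 0.119 and 0.0051, and the adjusted p was 0.447 for each (Benjamini-Hochberg adjustment over 19504 regions). The filled value was 4, so these differences rest in part on it.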

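EZH2 ChIP-seq used the same design as the histone marks, with 3 pools of 5 mice per genotype, spike-in scaling and separate peak calling by the authors, and the same merging of peaks here. The EZH2 lists held 12019, 11247 and 10285 peaks in HttQ111/+ replicates 1, 2 and 3, and 24532, 8548 and 9612 peaks in Htt+/+ replicates 1, 2 and 3. The means were 11184 ± 869 and 14231 ± 8937 peaks (SD, n = 3 each, two-sided exact permutation test, p = 1). The spread among Htt+/+ samples came from replicate 1, whose peaks covered 147 Mb against 45.3 and 48.0 Mb in the other Htt+/+ samples. The median EZH2 peak value over the regions called in all 6 samples was 45 in Htt+/+ replicate 1 and between 19 and 23 in the other 5 samples. Merging gave 24407 regions, of which 11129 were reproducible in at least 2 samples of the same genotype and 4968 had a peak in all 6 samples. With the pieces covered by at least 2 samples of a genotype counted in place of merged regions, an alternative chosen after seeing the data, there were 12741.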

To further explore this, we performed ChIP-seq of EZH2, the enzymatic component of PRC2 that is responsible for methylation of H3K27, in the striatum of 4-month-old *Htt^Q111/+^* and wild-type mice (*n*=3/genotype), identifying 12,388 reproducible peaks. 

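Limma found 0 of 4968 EZH2 regions at an adjusted p below 0.1 (smallest adjusted p = 0.6254 from limma with Benjamini-Hochberg adjustment). At an unadjusted p below 0.05 there were 280 regions, all lower in HttQ111/+ than in Htt+/+ samples. After median centring there were 263, of which 58.6% were lower. In simulations that kept the sample medians, the fit without centring recovered 1 of 200 EZH2 regions at a log2 shift of 1. The count of 0 therefore cannot exclude changes of that size. The median log2 EZH2 value was 4.36 ± 0.14 (SD, n = 3) in HttQ111/+ and 4.80 ± 0.60 (SD, n = 3) in Htt+/+ samples (difference −0.44, two-sided exact permutation test, p = 0.3). Without Htt+/+ replicate 1 the difference was −0.11 over the 5058 regions with a peak in each of the other 5 samples, merged without it. Deviations of same-numbered EZH2 samples had a mean correlation of −0.15, against 0.07 for other pairs. With the replicate block, 0 regions passed an adjusted p of 0.1 and 467 had an unadjusted p below 0.05. Every HttQ111/+ sample lay below every Htt+/+ sample in 867 regions and the reverse held in 0, together 17.5% of the regions. After centring the share was 10.4%. Chance gives 10% if no values tie. The regions of a sample share its scaling, so neither share is a test against 10%. By peak calls alone, 9 EZH2 regions were called in all HttQ111/+ and no Htt+/+ samples, and 45 in all Htt+/+ and no HttQ111/+ samples. All 4 splits that part the same-numbered pairs gave a total at least as large, and so did all 10 splits, the real one included each time.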

Interestingly, this analysis revealed no differentially occupied sites (Fig. 3A), suggesting that − at this age − HD does not alter the localization of the EZH2-containing PRC2 complex itself.

We next tested the hypothesis that HTT ChIP-seq peaks colocalize with histone modifications and EZH2 (Fig. 3E;  Table S7). We found a striking overlap between our HTT peaks and EZH2 (log_2_FC=3.2; *P_adj_*=3.2e-05), H3K27ac (log_2_FC=2.0; *P_adj_*=3.2e-05), and H3K4me3 (log_2_FC=2.6; *P_adj_*=3.2e-05). 

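The HTT libraries were not analysed here, so the HTT regions are those the paper lists in Tables S1 and S3. The WT-specific regions of Table S1 were not used here. The regions used comprised 813 mHTT-specific regions with a median length of 265 bp, 219 regions shared by the genotypes with a median length of 7511 bp, and the 1092 regions of Table S3 with a median length of 1947 bp. The base pairs of these regions inside the reproducible regions of a mark were compared with 10000 random placements of the same HTT regions on the same chromosomes. The shared HTT regions had 1622 kb inside EZH2 regions against 146 kb at random, a log2 enrichment of 3.48. The value was 3.19 for H3K4me3 and 2.37 for H3K27ac. The mHTT-specific regions gave 2.70 for EZH2, 2.32 for H3K4me3 and 1.90 for H3K27ac, and the Table S3 regions gave 3.33, 2.994 and 2.37. Each of these 9 values had a permutation p of 0.0002, the smallest that 10000 placements allow when both directions are tested (0.00024 after Benjamini-Hochberg adjustment over 12 tests). At least 1 bp of an EZH2 region was found in 71.7% of the shared HTT regions, against 10.2% at random.
With each list of peaks in place of the reproducible regions, the log2 enrichment of the shared HTT regions was 3.87 ± 0.72 for EZH2, 3.33 ± 0.03 for H3K4me3 and 2.60 ± 0.14 for H3K27ac (SD, n = 6 lists each). Between the genotypes of the lists it differed by 0.26, −0.02 and 0.04 (two-sided exact permutation test, 3 lists against 3, p = 0.9, 0.5 and 0.9).

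**Figure D3:**
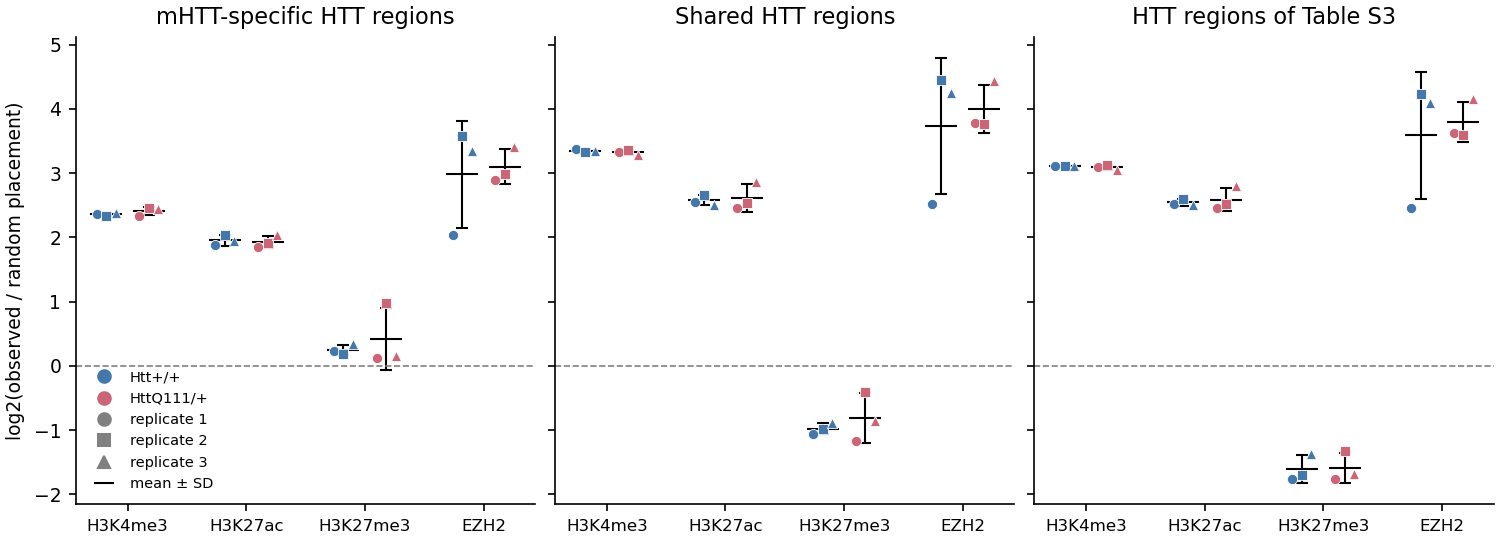
Log2 ratio of the base pairs of the paper's HTT regions inside the peaks of each list over the mean of 1000 random placements, for mHTT-specific regions (left), shared regions (middle) and the regions of Table S3 (right). Points are lists by genotype and replicate, black bars are the mean ± SD of 3 lists and the dashed line marks the random level. EZH2, H3K4me3 and H3K27ac lists lie above 0 for every set, and the lowest EZH2 value in each set is that of Htt+/+ replicate 1 (2.52 for the shared regions).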

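The shared HTT regions had 162 kb inside the 19504 reproducible H3K27me3 regions, against 371 kb in random placements, a log2 value of −1.19 (permutation p = 0.0008, 0.00087 after Benjamini-Hochberg adjustment). For the HTT regions of Table S3 the value was −1.56 (permutation p = 0.0002, the smallest the placements allow). The mHTT-specific regions showed no depletion, with 68.3 kb observed and 64.8 kb at random (log2 value 0.07, permutation p = 0.7). Counted as regions with any overlap, 16.0% of the shared HTT regions touched an H3K27me3 region against 20.6% at random, a log2 value of −0.36 that did not pass a p of 0.05. Over the 6 H3K27me3 lists, the log2 value of the shared HTT regions ranged from −1.17 to −0.41. H3K9me3 was not analysed here.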

We did not observe global overlap between constitutive heterochromatin marked by histone H3 lysine 9 trimethylation (H3K9me3; log_2_FC=−0.2; *P_adj_*=0.41) but observed a depletion of HTT peaks in H3K27me3 peak regions (log_2_FC=−1.5; *P_adj_*=3.2e-05). This apparent discrepancy between HTT peaks being enriched in EZH2 regions but depleted in H3K27me3 peak regions, might indicate differences in the association of HTT with sites of active EZH2-containing PRC2 complexes versus stably methylated H3K27.

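Over the lists of single samples, the log2 enrichment of the shared HTT regions was higher in EZH2 peaks than in H3K27me3 peaks by 4.76 (two-sided exact permutation test, 6 lists against 6, p = 0.00216, the smallest p this design allows). The difference was 2.71 for the mHTT-specific regions and 5.29 for the regions of Table S3, with the same p. The paper reasons that HTT lying in EZH2 regions while being depleted from H3K27me3 regions is an apparent discrepancy. It proposes that this might reflect a difference in how HTT associates with sites of active PRC2 and with stably methylated H3K27.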

### HTT binds specific chromatin features

To explore a role for HTT in gene regulation, we compared the locations of all 9624 HTT peaks we had observed to known genomic features by using the ChIPseeker Bioconductor package (Yu et al., 2015). Occupied genomic regions of HTT differed substantially compared with the other investigated marks (i.e. H3K4me3, H3K27me3, H3k27ac, H3K9me3) and EZH2, with a notable enrichment within introns and coverage over coding regions of target genes (Figs 4A, 1C,D). 

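Of the 11129 reproducible EZH2 regions, 85.0% lay within 1 kb of a transcription start site and 5.88% lay over 20 kb from any. Over the 6 EZH2 lists the share of peaks within 1 kb was 76.0% ± 9.32 (SD, n = 6). Htt+/+ replicate 1 had 57.5% and the other 5 lists had between 77.8% and 84.0%. The EZH2 share was larger than that of H3K27ac by 26.8 percentage points and larger than that of H3K27me3 by 43.4 percentage points (two-sided exact permutation test over 6 lists against 6, p = 0.00216 for both). The mean EZH2 share minus the mean H3K4me3 share was −2.26 percentage points, within the spread between lists (exact permutation p = 0.859). The H3K4me3 share was larger in HttQ111/+ than in Htt+/+ lists by 1.63 percentage points (SD 0.822 and 0.801, n = 3 each, exact permutation p = 0.2). For the other marks the genotypes differed by less than the larger SD (exact permutation test, n = 3 each, p between 0.3 and 0.6).

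**Figure D4:**
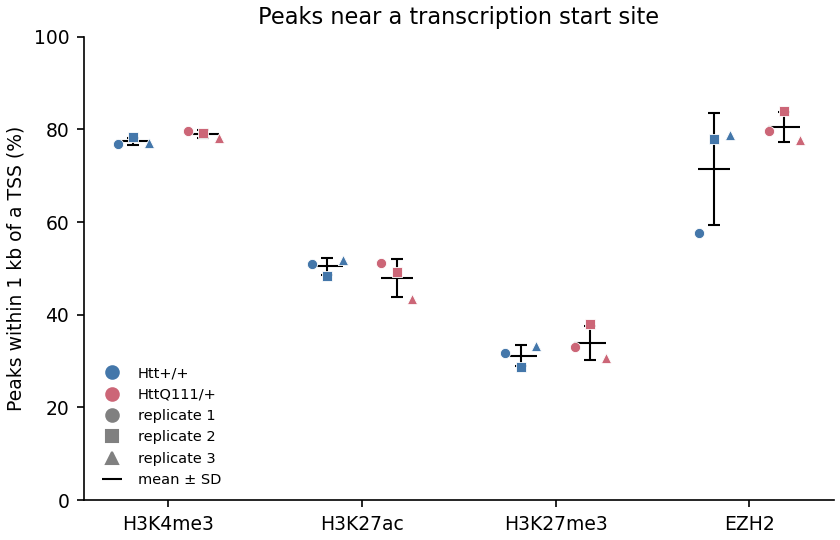
Share of the peaks of each list that lie within 1 kb of a transcription start site, in percent, by mark and genotype. Points are replicates and black bars are the mean ± SD of 3 replicates. H3K4me3 lists lie between 76.8% and 79.7% and H3K27me3 lists between 28.7% and 37.96%.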

Considering the abundance of all peaks relative to the TSS, enrichment of HTT peaks was substantially less near the TSS compared to marks canonically associated with active transcription and open chromatin (i.e. H3K4me3, H3K27ac) and those of EZH2, which also occupied regions upstream of the TSS of target genes, and was less enriched in distal intergenic regions than H3K9me3 (Fig. 4B). HTT peaks had a distinct profile relative to the TSS compared to each of the other mark examined (Fig. 4B) and, of the marks surveyed here, were the only ones showing increased signals near the transcription termination site (TTS; Fig. 4C).

**Fig. 4.**
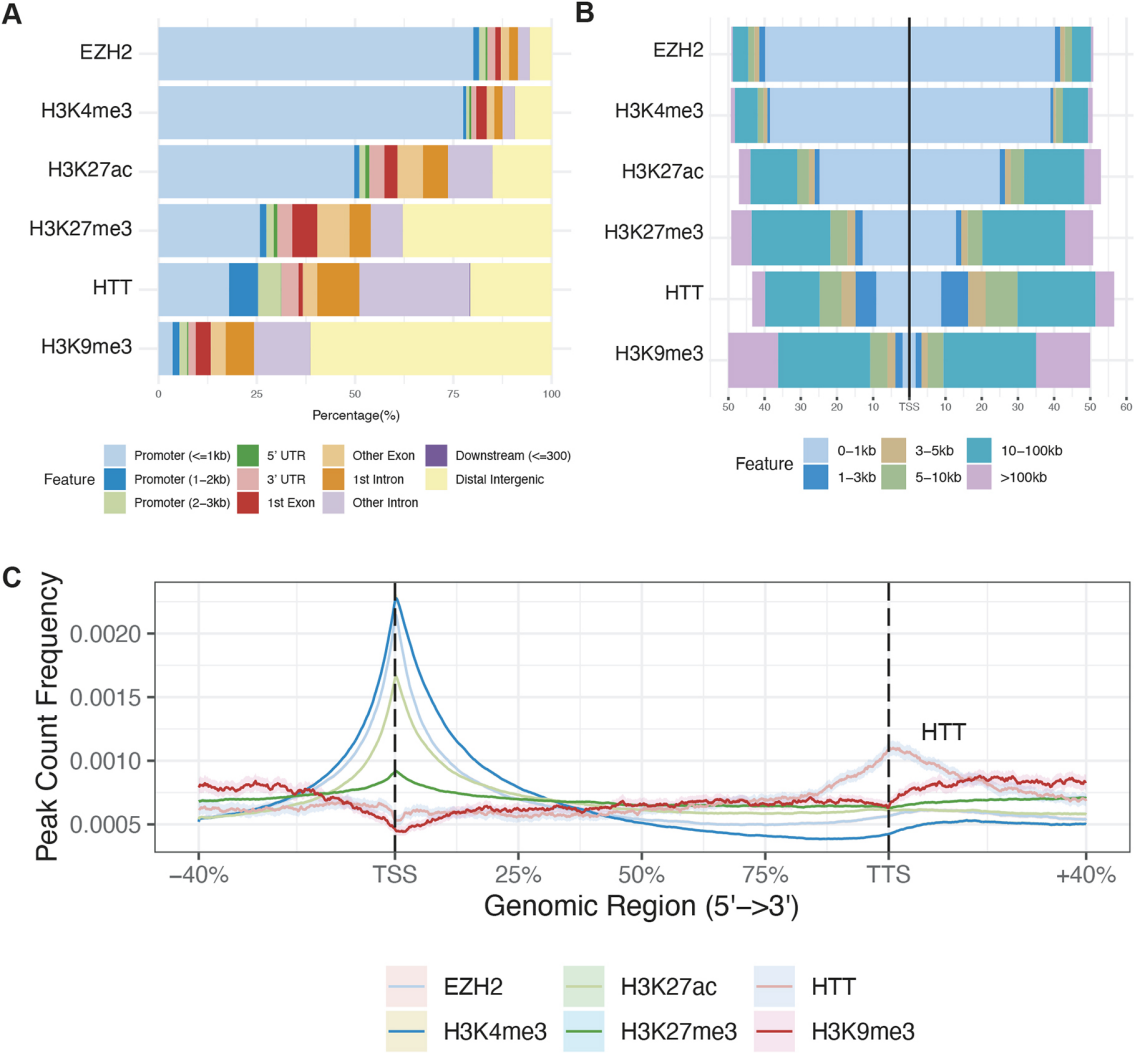
**HTT peaks occupy specific chromatin functional regions.** (A) Summary of genomic regions occupied by HTT and other histone mark and/or EHZ2 occupancy peak sets generated in this study. The percentage of peaks for each dataset is indicated at each vertical line, with boxes indicating the percentage of mark found in each of the categories indicated. (B) Localization of peaks for the indicated chromatin-associated protein at binned distanced from an averaged transcriptional start site (TSS). (C) Peak count frequencies of genic ChIP-seq peaks across the normalized transcript length of all mouse transcripts. The average peak count is indicated, from 5′ (left) to 3′ (right). Genomic regions are indicated as percentages, with 100% spanning from the TSS to the transcriptional termination site (TTS). Shading indicates bootstrapped 95% confidence intervals calculated with resampling (ChIPseeker package).

### HTT occupancy predicts gene expression in HD

The selective enrichment of HTT binding within regions of chromatin bearing marks associated with active transcription (H3K4me3 and H3K27ac; Fig. 4E), and its depletion from a mark associated with repressive transcription (H3K27me3; *ibid*) raised the possibility that HTT directly contributes to HD-related changes in gene expression. We mapped potential HTT target genes whose TSSs were located within ±20 kb of a HTT ChIP peak. Assigning regulatory elements to their target genes is inevitably inexact, but previous work has shown that summing the regulatory elements within 20 kb of a TSS optimizes sensitivity and specificity for detecting gene regulatory interactions (Plaisier et al., 2016). Given the striking occupancy of HTT at specific genes (e.g. Figs 1C,D, 2), we considered whether it might more generally occupy regions near genes that show disease-relevant changes in their expression. We first considered the simplest category of interest: genes that are up- or downregulated in the striatum of HD model mice, with a focus on the *Htt^Q111/+^* striatum of mice aged 6 months, taken from a larger allelic series study (Langfelder et al., 2016). We find enrichment of HTT peaks (irrespective of peak category, or ‘All Reproducible’) near genes that are downregulated in the striatum of 6-month-old *Htt^Q111/+^* mice (Fig. 5A; log_2_FC=0.73, *P_adj_*=1.4e-30) and depletion of HTT peaks near genes that are upregulated (Fig. 5A; log_2_FC=−0.33, *P_adj_*=5.3e-05). Expanding this analysis to differentially expressed genes in other mouse lines and at different timepoints from the allelic series study reinforced our observation that HTT-occupied chromatin peaks are more likely to be associated with downregulated than upregulated genes (Fig. 5B,  Table S8).

**Fig. 5.**
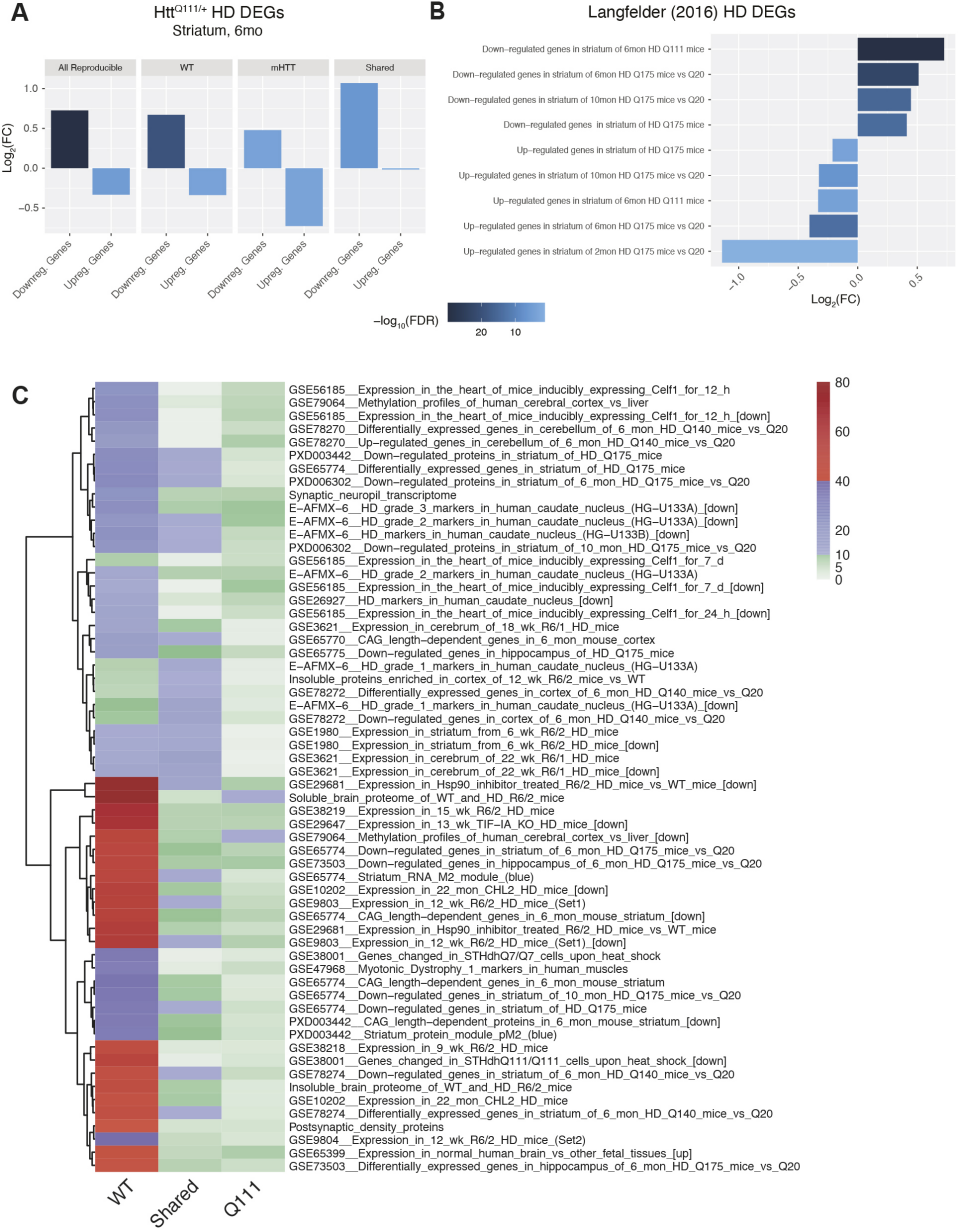
**Genotype-specific HTT occupancy in genomic regions surrounding HD DEGs and other CAG-sensitive gene sets of interest.** (A,B) Enrichment or depletion of HTT ChIP-seq peaks in regions ±20 kb from the transcription start sites of up- and downregulated differentially expressed genes (DEGs) in the striatum of knock-in mouse models of HD mutations, based on RNA-seq from (Langfelder et al., 2016; Rotem et al., 2015). The *y*-axis indicates fold enrichment of base pair overlap compared to the average from 100,000 re-sampling permutations. (C) Heatmap showing HDSigDB gene sets enriched in the regions ±20 kb of WT-specific, Q111-specific, and Shared HTT ChIP-seq peaks. The plotting color indicates the −log_10_(*P*-value) for the strength of the enrichment, based on 100,000 re-sampling permutations. Rows are ordered by hierarchical clustering, based on *P*-values.

We next examined the enrichment of our HTT peaks amongst all manually curated gene sets cataloged in the HDSigDB database (Fig. 5C,  Table S9). As with our DiffBind-nominated peaks with differential binding in *Htt^Q111/Q111^* versus *Htt^+/+^* mice (Fig. 2), this analysis revealed a striking enrichment amongst genes that have been found to be dysregulated by a number of studies and, particularly, in striatal genes that are downregulated in HD (e.g. Fig. 5B). A particularly notable gene set is the ‘Striatum RNA M2 Module (blue)’ from an exhaustive molecular network characterization of an allelic series of HD knock-in mice (Langfelder et al., 2016). This module of genes is notable for being tightly correlated to the length of the (polyQ) CAG tract and the age in the striatum of mHTT-expressing mice, and contains many striatal identity genes. This suggests that our HTT peaks are markedly enriched among striatum-expressed genes, including SPN identity genes that are downregulated in HD. Given the role of PRC2 in regulating cell-specific gene expression and described interactions with HTT (Seong et al., 2010), we specifically focused on PRC2-relevant gene sets in HDSigDB. We found that our shared HTT peaks, i.e. those found in both wild-type and Htt^Q111/Q111^ mice, are strikingly enriched in bivalent genes whose expression is increased in the striatum of 3-month-old (Fig. 5C; Odds ratio=16.7, FDR=7.6e-05) or 6-month-old (Fig. 5C; Odds ratio=6.2, FDR=3.6e-03) mice lacking PRC2 expression in SPNs (*Ezh1^−/−^;Ezh2^−/−^*) (von Schimmelmann et al., 2016). This suggests that our peaks are near genes that are both downregulated in HD as well as upregulated in the context of PRC2 knockout, supporting the hypothesis that HTT binding at a small set of bivalent genes may play an important role in gene dysregulation in HD. Consistent with our own data (Fig. 3D) that reveal a depletion of HTT peaks in H3K27me3 regions, our mutant-specific HTT peaks were depleted near H3K27me3-enriched genes within purified SPNs (Fig. 5C; Odds ratio=16.7, FDR=7.6e-05) (von Schimmelmann et al., 2016).

### Correlations between HTT binding and epigenetic features near differentially expressed genes in HD

We hypothesized that the negative correlation between HTT occupancy and HD-related gene expression is mediated by PRC2 and histone modifications. To investigate this, we integrated our data on HTT occupancy, histone modifications and transcription, focusing on the genomic regions proximal to differentially expressed genes (DEGs) in 6-month-old *Htt^Q111/+^* versus *Htt^Q20/+^* mice (Fig. 6A-C; Table S8 (Langfelder et al., 2016). We defined intervals of interest to ±20 kb of the TSS of each DEG in HD and calculated the fold change in *Htt^Q111/Q111^* vs *Htt^+/+^* mice for HTT, H3K27me3, H3K4me3 and EZH2 occupancy within the same interval. Consistent with our hypothesis, the fold changes in H3K27me3 were constitutively lower and correlated negatively with HTT occupancy near DEGs expressed in HD (Fig. 6B) (Spearman's *rho*=−0.22; *P*=1.3e-3). This suggests that *Htt^Q111/+^* mice generally have lower H3K27me3 levels near DEGs in HD, and that increased HTT binding in a region is associated with reduced H3K27me3 in the same interval. By contrast, in those same regions, we observed constitutively higher and positively correlated relationships across genotypes between HTT binding and H3K4me3 (Fig. 6C) (Spearman's *rho*=0.27; *P*<1e-300) and EZH2 (Fig. 6A) (Spearman's *rho*=0.14; *P*=1.5e-2). That is, in *Htt^Q111/+^* mice, levels of EZH2 occupancy and H3K4me3 were generally higher near DEGs in HD, increased HTT binding in that region being associated with more EHZ2 occupancy and higher H3K4me3 levels in that same interval. By contrast, levels of H3K27me3 near DEGs in HD were lower in *Htt*^Q*111/+*^ mice, and greater local HTT binding predicts lower levels of H3K27me3. 

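Table S8 lists 468 pairs of an HTT peak and a gene, over 311 HTT peaks and 289 gene symbols, of which 288 were found in the annotation (117 upregulated and 171 downregulated). The HTT fold changes below are those of the table. In the deposited H3K27me3 lists, 79 regions tested in all 6 samples lay within 20 kb of a start site of these genes. Their median log2 value was 4.03 ± 0.62 (SD, n = 3) in HttQ111/+ and 4.83 ± 0.45 (SD, n = 3) in Htt+/+ samples, a difference of −0.80 (two-sided exact permutation test, p = 0.3). Relative to each sample's median over the other 7331 regions the difference was −0.18 (exact permutation test, p = 0.2). For 74 HTT peaks with such an H3K27me3 region, the mean log2 difference of H3K27me3 was below 0 at all 74 (100%). Spearman's rho of that difference with the HTT log fold change was −0.16 across HTT peaks, which are not independent replicates (permutation test, p = 0.171, adjusted p = 0.508 over 12 tests). Within 100 kb of the start sites rho was 0.13.

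**Figure D5:**
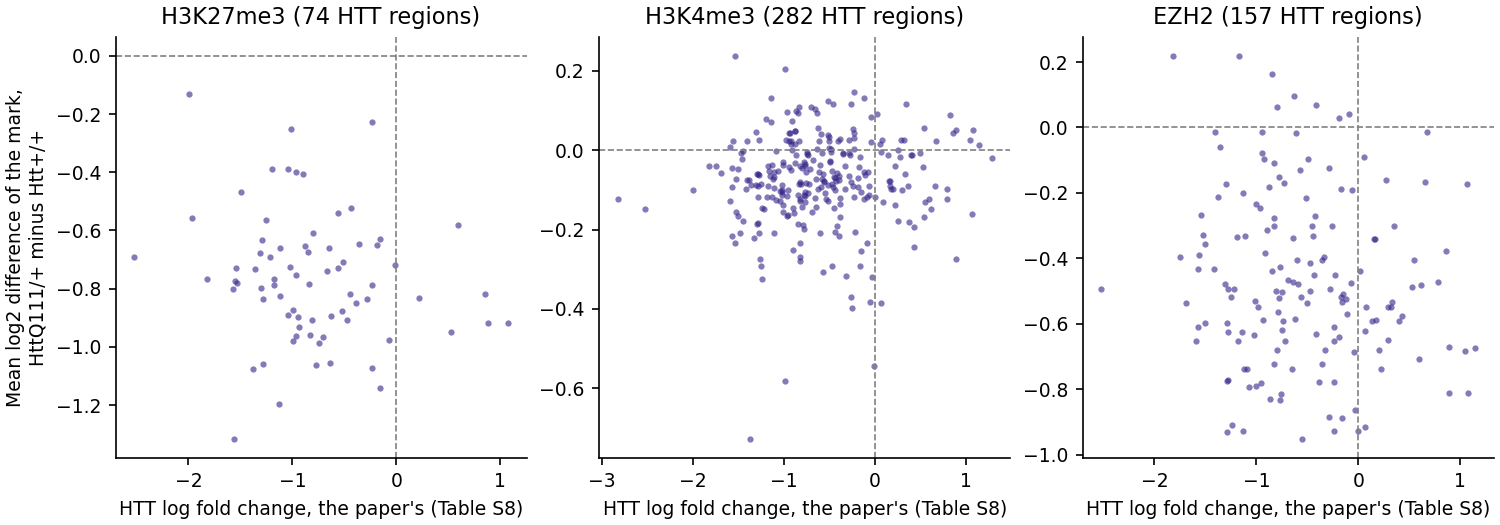
HTT log fold change of each HTT peak as the paper lists it in Table S8 (x axis) against the mean log2 difference between HttQ111/+ and Htt+/+ samples of the mark's regions within 20 kb of the same genes' start sites (y axis), for H3K27me3, H3K4me3 and EZH2. Each point is an HTT peak and dashed lines mark 0. Spearman's rho is −0.16 over 74 peaks, 0.07 over 282 peaks and −0.11 over 157 peaks.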

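For H3K4me3, 282 of the HTT peaks of Table S8 had a region tested in all 6 samples within 20 kb of the start site of their gene. Spearman's rho across these HTT peaks between the table's HTT log fold change and the log2 difference of H3K4me3 was 0.07 (bootstrap SD 0.061, permutation test, p = 0.225). For EZH2, rho was −0.11 over 157 HTT peaks (bootstrap SD 0.075, permutation test, p = 0.186). After Benjamini-Hochberg adjustment over 12 tests, both had an adjusted p of 0.508.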

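Near these genes, the mean log2 difference between HttQ111/+ and Htt+/+ samples was below 0 at 76.2% of the 282 HTT peaks for H3K4me3, with a median of −0.07, and at 94.9% of the 157 HTT peaks for EZH2, with a median of −0.50. Over all tested regions the share was 76.6% for H3K4me3 and 94.8% for EZH2. The share over all regions was 20.4% for H3K4me3 without Htt+/+ replicate 3 and 64.2% for EZH2 without Htt+/+ replicate 1. With any other sample left out, the lowest shares were 67.5% and 88.5%. These are spike-in scaled peak values, while the paper's methods normalize reads to total library size. Relative to each sample's median over the other tested regions, the 339 H3K4me3 regions near the genes stood at 0.29 ± 0.0081 (SD, n = 3) in HttQ111/+ and 0.29 ± 0.019 (SD, n = 3) in Htt+/+ samples, a difference of 0.0041 (two-sided exact permutation test, p = 0.8). The 150 EZH2 regions stood at −0.026 ± 0.045 and −0.022 ± 0.038 (SD, n = 3 each), a difference of −0.0041 (exact permutation test, p = 1).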

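H3K27ac was examined in the same way, with 360 regions near the genes of Table S8. Relative to the other regions of each sample, they stood at 0.54 ± 0.039 (SD, n = 3) in HttQ111/+ and 0.68 ± 0.13 (SD, n = 3) in Htt+/+ samples, a difference of −0.13 (two-sided exact permutation test, p = 0.3). Spearman's rho of its log2 difference with the HTT log fold change was −0.04 across 274 HTT peaks (permutation test, p = 0.56). The paper hypothesized that PRC2 and histone modifications mediate the negative relation of HTT occupancy to gene expression. From the fold changes near the differentially expressed genes it reasons that more HTT binding goes with lower H3K27me3 in the same interval.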

Importantly, these relationships appeared to be true both for up- and downregulated genes in *Htt^Q111/+^* mice. Thus, concordant changes in PRC2 localization and histone methylation/demethylation may coincide with alterations in HTT occupancy in these regions in both *Htt^Q111/+^* and *Htt^+/+^* mice.

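Split by the direction of expression in Table S8, Spearman's rho between the HTT log fold change and the log2 difference of H3K27me3 was −0.07 over 35 HTT peaks of upregulated genes (permutation test, p = 0.708) and −0.26 over 39 HTT peaks of downregulated genes (p = 0.114). For H3K4me3 it was 0.08 over 109 peaks (permutation p = 0.394) and 0.07 over 176 peaks (permutation p = 0.363). EZH2 gave 0.03 over 47 peaks (permutation p = 0.823) and −0.18 over 112 peaks (permutation p = 0.0553). No adjusted p over the 12 tests was below 0.508. Whether the up- and downregulated genes differ was not tested.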

**Fig. 6.**
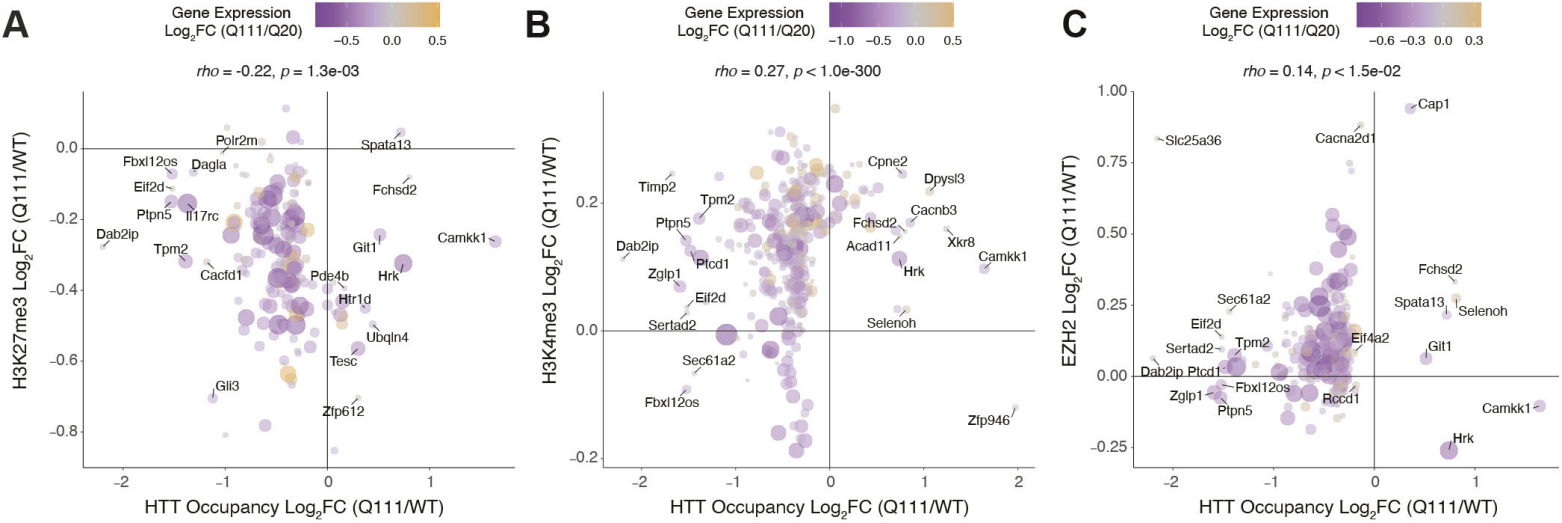
**Increased HTT occupancy is negatively associated with H3K27me3 and positively associated with H3K4me3 near genes that are dysregulated in HD.** (A-C) Each plot indicates the fold change of HTT occupancy (*x*-axis; *Htt^Q111/Q111^* vs *Htt^+/+^*) compared to the fold change in the same regions for H3K27me3 (A), H3K4me3 (B) and EZH2 (C) on the *y*-axis (*Htt^Q111/+^* vs *Htt^+/+^*). Analysis is restricted to 263 HTT peaks located ±20 kb from the TSSs of genes that are significantly up- or downregulated in the striatum of 6-month-old knock-in mouse models of HD mutations (*Htt^Q111/+^* vs *Htt^Q20/+^*). Each circle represents a single HTT ChIP-seq peak. Purple and yellow colored circles indicate the fold change in gene expression in the striatum of heterozygous HD knock-in mice, with upregulated genes in yellow and downregulated genes in purple (see color map). Circle sizes correspond to *P*-values for differential expression.

## DISCUSSION

This study was motivated by the question whether transcriptional dysregulation in HD could occur due to interactions between HTT and chromatin. Previously, we have investigated whether specific transcription factors demonstrate differential genomic occupancy and compared this with gene expression changes in *Htt^Q111/+^* mice, finding that the transcription factor SMAD3 demonstrates differential binding between wild-type and mutant mouse brain tissue (Langfelder et al., 2016; Ament et al., 2018). This finding led us to ask what role the HTT protein itself might play with regards to codified chromatin interactions.

ChIP-seq of the HTT protein reveals thousands of robust and reproducible sites of HTT genomic occupancy in the mouse striatum, the brain region most vulnerable to HD pathology and one in which the most pronounced transcriptional dysregulation occurs. Many HTT peaks are enriched across the coding sequence of genes that are of particular interest in HD, with a surprising enrichment near the 3′ end of many transcripts. We further observed, for the first time, a reduction in the levels of H3K27me3 in the striatum of young *Htt^Q111/+^* mice, suggesting these changes represent a very early stage of chromatin alterations in the most vulnerable brain region in HD, i.e. a region that experiences the greatest burden of transcriptional changes in HD. HTT peaks are enriched near genes that are downregulated in HD but are depleted near genes that are upregulated, supporting a link between these HTT−chromatin interactions and bi-directional changes in gene expression in HD. An integrated analysis of HTT binding and histone marks suggests that local HTT binding near DEGs in HD is associated with increased binding of H3K4me3 and EZH2, and reduced levels of H3K27me3.

The HD field has long sought to reconcile the lack of robust phenotypes in mouse models with the length of CAG repeats relevant to adult-onset disease. Recent work studying somatic CAG instability in vulnerable tissue has shown that an expansion of CAG repeats past a critical threshold of ∼150 CAG repeats triggers severe molecular consequences (Handsaker et al., 2025; Wang et al., 2025). While the *Htt^Q111/Q111^* mice used in this study have a baseline CAG repeat lengths in the range of ∼120, they exhibit striatal instability of 1−3.5 additional CAG repeats that are added per month (Lee et al., 2011). Thus, the 4-month-old mHTT-expressing mice used in this study are likely to have a number of SPNs that have reached the critical threshold for enhanced toxicity due to mosaicism. In addition to us finding fewer HTT peaks in homozygous expanded polyQ HTT-expressing mice, we also found that the majority of differential occupancy between wild-type and polyQ expanded HTT is due to loss of HTT (i.e. 244 reduced-occupancy peaks vs four increased-occupancy peaks). Further, genes near the peaks with reduced occupancy were highly enriched for SPN identity markers that have been consistently found to have decreased levels of expression in the striatum of HD model mice. Any roles for HTT interactions with chromatin are not known yet and may mediate facilitatory or inhibitory effects, so our observed expanded polyQ-mediated loss of HTT occupancy is not at odds with the predominantly toxic gain of function etiology of HD.

HTT physically interacts with transcriptional regulatory proteins, such as p53 and CREB-binding protein (CREBBP) (Steffan et al., 2000). In addition, previous ChIP-qPCR experiments with HTT antibodies suggested occupancy in promoter regions of specific genes (Benn et al., 2008). With the improved resolution of genome-wide ChIP-seq, we observed thousands of robust HTT−chromatin interactions in a specific subset of genes. However, these HTT peaks are not primarily localized to the promoters. Instead, distribution of HTT occupancy across genic regions was more reminiscent of marks, such as H3K36me3 (Bannister et al., 2005; Vakoc et al., 2006) and RNAPII Ser2 (Xiao et al., 2007; Barrera et al., 2008), associated with transcriptional elongation and enriched at the 3′ end of the gene. This is a pattern distinct from active marks, such as H3K4me3, which are more strongly associated with TSSs (ENCODE Project Consortium, 2012; Luo et al., 2020). Thus, both gene identity and pattern of HTT binding in those genes argue for a specific selective role for HTT−chromatin interactions. This argument is strengthened by the fact that the specific genes with robust HTT occupancy we profiled within the striatal tissue are enriched for SPN identity genes that we and others have previously found to be strikingly downregulated in HD (Malaiya et al., 2021; Langfelder et al., 2016).

Many genes with HTT peaks identified in our current study are targets of the PRC2 complex, a critical regulator of cell identity via regulation of the H3K27me3 mark near genes important for cell-fate commitment (Margueron and Reinberg, 2011), including in SPNs of the striatum (von Schimmelmann et al., 2016), the most vulnerable brain region to HD pathology (Bates et al., 2015; von Schimmelmann et al., 2016). Direct interactions between HTT and the PRC2 complex have been described, and HTT has been proposed to directly enhance the activity of the enzymatic activity of the PRC2 complex (Seong et al., 2010). The enrichment of HTT within well-annotated PRC2 target genes supports a role for HTT in regulating their expression; however, the occupancy patterns of EZH2 and HTT are quite distinct (Fig. 4A-C). Moreover, while−genome-wide − we observed robust overlap between HTT and EZH2 peaks, we also observed depletion of HTT in H3K27me3 peak regions (Fig. 3D), suggesting that HTT is neither likely to occupy all chromatin-bound PRC2 complexes nor to remain associated with facultative heterochromatin once formed. Given its role in scaffolding functional protein−protein interactions (Seong et al., 2010; Zala et al., 2013), and dynamic shuttling between the nucleus and cytoplasm (Truant et al., 2007), we hypothesize that HTT may play a role in regulating the balance between active and repressed chromatin at select PRC2 target genes.

Several potential mechanisms for the involvement of HTT in transcriptional regulation via the PRC2 complex deserve attention in future studies. A functionally important role has been described for interactions between HTT and the RE1-silencing transcription factor (REST), which plays important roles in repressing neuronal gene expression in non-neuronal cells, (Zuccato et al., 2003). Namely, HTT and REST bind to − and HTT aids in confining REST to − the cytoplasm, thereby preventing aberrant expression of REST target genes in non-neuronal cells (Zuccato et al., 2003). Expression of mHTT results in aberrant accumulation of REST in the nucleus and, consequentially, dysregulation of REST-mediated signaling (Zuccato et al., 2003). With this background, we were intrigued by our results demonstrating that regions with reduced levels of H3K27me3 in the striatum of *Htt^Q111/+^* mice are enriched in both PRC2 and REST target genes (Fig. 3D), especially considering data suggesting that REST may be involved in targeting PRC2 to specific loci (Zuccato et al., 2003; Dietrich et al., 2012). Recently, a new pathway for regulation of PRC2 function via cytoplasmic retention of embryonic ectoderm development (EED), a PRC2 subunit crucial for formation of the complete trimeric structure, has been described (Bodega et al., 2017). In post-mitotic myotubes, a short cytoplasmic form of the PRC2 subunit EZH1 (EZH1β) sequesters EED in the cytoplasm, prevents formation of the PRC2 complex at target genes in the nucleus. Future work focused on understanding whether HTT plays a role in the regulation of PRC2 signaling via cytoplasmic sequestration of PRC2 subunits might be a fruitful area of investigation.

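Pde10a (ENSMUSG00000023868.17) lies on chromosome 17 of GRCm38 from 8525372 to 8986648 on the plus strand and had 4 H3K27me3 regions with a peak in all 6 samples. The region from 8493400 to 8526399 covers its transcription start site. There the peak value was 19, 7 and 13 in HttQ111/+ replicates 1, 2 and 3 and 14, 24 and 21 in Htt+/+ replicates 1, 2 and 3. The log2 difference was −0.68 (SE 0.42, adjusted p = 0.386 from limma with Benjamini-Hochberg adjustment), and after median centring it was −0.06. The intronic regions from 8543800 to 8559999 and from 8564000 to 8596199 had log2 differences of −0.59 and −0.37 (adjusted p = 0.386 and 0.445 from limma), which became 0.02 and 0.24 after centring. A region over coding and untranslated sequence from 8797600 to 8805799 had −0.67 (adjusted p = 0.386 from limma), and −0.06 after centring.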

We complemented our HTT ChIP-seq findings with ChIP-seq of histone modifications and EZH2 binding, which revealed reductions in H3K27me3 in the striatum of young *Htt^Q111/+^* mice at levels similar to those seen in *Htt^Q140/+^* mice (Alcalá-Vida et al., 2021) and, particularly, near important striatal cell identity genes (e.g. *Pde10a*). 

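In H3K27ac, every HttQ111/+ sample lay below every Htt+/+ sample in 417 of 18655 regions and above it in 472, together 4.77%. After each sample was centred on its median there were 853 and 770 such regions, 8.70% in all. Chance gives 10% if no values tie. Peak values are whole numbers that can tie, and the regions of a sample share its scaling. Neither share is therefore a test against 10%. By peak calls alone, 112 regions were called in all HttQ111/+ and no Htt+/+ samples and 44 the reverse, and 3 of the 4 splits that part the same-numbered pairs gave a total at least as large, the real one included. Among all 10 splits, 4 did.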

Our differential acetylation data did not recapitulate large-scale genotype-dependent changes in H3K27ac previously seen in the striatum of a HD mouse model (Alcalá-Vida et al., 2021), which could be due to our use of bulk tissue versus fluorescence-activated nuclear sorted neurons. 

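Measured over lists of single samples, the log2 enrichment of the shared HTT regions in H3K27ac peaks was lower than that in EZH2 peaks by 1.27 (two-sided exact permutation test, 6 lists against 6, p = 0.0108). It was lower than that in H3K4me3 peaks by 0.74 (exact permutation p = 0.00216, the smallest p this design allows). EZH2 and H3K4me3 lists differed by 0.53, within the spread between lists (exact permutation p = 0.0823). That spread came from EZH2 Htt+/+ replicate 1 at 2.52. The other EZH2 lists lay between 3.77 and 4.45, above the highest H3K4me3 list at 3.38. For the mHTT-specific regions the differences of EZH2 and H3K4me3 from H3K27ac were 1.10 (exact permutation p = 0.00649) and 0.44 (p = 0.00216), and EZH2 exceeded H3K4me3 by 0.66 (p = 0.0152). Benjamini-Hochberg adjusted values over the 18 comparisons of marks and HTT sets were 0.0139, 0.00325, 0.0823, 0.00899, 0.00325 and 0.017, in the same order. The ratio is relative to random placements. In base pairs, the shared HTT regions had 1596 kb in reproducible H3K27ac, 1160 kb in H3K4me3 and 1622 kb in EZH2 regions (308, 127 and 146 kb at random). The mHTT-specific regions had 200, 106 and 156 kb there, and those of Table S3 had 3192, 2026 and 2914 kb. The lower H3K27ac ratio thus reflects a larger random level and no smaller overlap than with H3K4me3.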

Further, while we did see association of HTT peaks with H3K27ac (Fig. 4E), HTT showed less association than with EZH2 and H3K4me3, suggesting that HTT is not localized to super-enhancers but, instead, to gene bodies (Fig. 3A). The observed reduction in H3K27me3 in *Htt^Q111/+^* mice is consistent with a hypothesis of PRC2 complex dysfunction and/or trafficking disruption occurring at the earliest stages of progression in this model, although other chromatin modifiers could also play roles. The identified lower levels of H3K27me3 seen in heterozygous expanded polyQ HTT-expressing striatum and, in particular, the lack of changes in EZH2 occupancy might implicate H3K27-targeted histone demethylases, such as KDM6A/UTX, in epigenetic changes observed in HD (Song et al., 2018). While correlated, our integrated analysis of HTT, EZH2 binding and histone marks suggests that increased HTT binding near HD DEGs in *Htt^Q111/+^* mice predicts increased binding to H3K4me3 and EZH2, with reduced levels of H3K27me3 at these same loci. We believe that detailed mechanistic experiments focused on elucidating the pathways linking these events could provide important new insights into the role of HTT in transcriptional dysregulation in HD.

This current study has several important limitations. Like all ChIP-seq studies, peak detection is sensitive to background noise, antibody cross-reactivity and other sources of bias. We have tried to control for this by using a relatively large number of technical and biological replicates. Another consideration is the reliance on antibodies, which limits us to establishing chromatin regions associated with specific epitopes of HTT. Future work using phospho-specific antibodies and other dynamic epitopes is likely to nominate additional HTT−chromatin interactions that are of great interest. Functional enrichment analyses of our DiffBind results from wild-type HTT versus mHTT rely on gene assignment that may be biased towards longer genes, propagating these biases through the enrichment tools. This is likely to be less of an issue for HTT since many of its peaks are directly over gene bodies, but highlights that predicting the potential regulatory functions of distal peaks is difficult. Finally, our ChIP-seq experiments relied on bulk striatal tissue, whereas single-nucleus RNA sequencing has indicated bi-directional effects of HD mutations across cell types, especially for PRC2 targets (Malaiya et al., 2021). Emerging techniques enabling ChIP-seq of single cells and sorted cell populations (Malaiya et al., 2021; Rotem et al., 2015) should enable additional refinements of the findings presented here.

While ChIP-on-chip has been performed to identify HTT-binding sites at promoter sequences (Benn et al., 2008), our work provides the first genome-wide map of HTT−chromatin interactions and identified key changes in these interactions due to HD mutations. It suggests that aberrant de-repression of CAG-sensitive genes in HD samples – including cell identity genes – may be due to molecular interactions of HTT and chromatin. We found that altered HTT−chromatin occupancy is accompanied by novel histone modification changes – notably, reductions in H3K27me3 levels – in the striatum of *Htt^Q111/+^* mice, which are associated with genotype-selective HTT occupancy in the same regions. In fact, the strength of HTT occupancy predicts increased H3K4me3 and EZH2 occupancy, and reductions in H3K27me3 levels, consistent with a model in which HTT plays a functional role in regulating PRC2 activity, perhaps by helping recruit PRC2 to specific loci.

## MATERIALS AND METHODS

### Mouse breeding, genotyping and microdissection

The B6.*Htt^Q111^* mice (strain 003456; JAX) used for the ChIP-seq study have a targeted mutation replacing mouse *Htt* exon 1 with the corresponding part of human *HTT* exon 1, including an expanded CAG tract. The targeted *Htt* allele was placed from the CD-1 background onto the C57BL/6J genetic background by selective backcrossing for more than ten generations to the C57BL/6J strain at the Jackson Laboratory (Bar Harbor, ME, USA). Cohorts of homozygote, heterozygote and wild-type littermate mice were generated by crossing B6.*Htt^Q111/+^* and B6.*Htt^+/+^* mice. Male mice were sacrificed at 4 months of age by using a sodium pentobarbital-based euthanasia solution (Fatal Plus, Henry Schein). Brain tissues were snap frozen in liquid nitrogen and stored at −80°C until ChIP was performed. Experiments were performed following the NIH animal care guidelines and approved by the Institutional Animal Care and Use Committee of Western Washington University under protocols 14-005 and 16-011.

### HTT knockdown in cortex

Male mice aged 4 months underwent unilateral intracerebroventricular injection of 500 µg pan-huntingtin antisense oligonucleotide (Ionis, #444652) while naive mice received no treatment. Tissue was collected as above at four weeks post injection; a time shown to have maximal HTT reduction in BACHD mice (Kordasiewicz et al., 2012). Cortical tissue contralateral to the injection was used to assess HTT knockdown by western blot as described (Coffey et al., 2017), ipsilateral tissue was used for ChIP as performed below.

### HTT ChIP-seq

We prepared replicate (*n*=3) ChIP samples using an anti-huntingtin antibody from 4-month-old male *Htt^Q111/Q111^* and age-matched *Htt^+/+^* mice. For each ChIP preparation, chromatin DNA was prepared using the combined striatal tissue from both hemispheres of three mice. Preliminary experiments suggested that this was the minimal amount of material required to provide enough material for multiple immunoprecipitations (IPs). Striata were transferred to a glass Dounce homogenizer on ice and homogenized in cold phosphate-buffered saline with protease inhibitors. For antisense oligonucleotide (ASO) -treated cortices, two cortices were pooled for each replicate (*n*=1). High-resolution crosslinked ChIP-seq (X-ChIP-seq) was performed as previously described (Skene and Henikoff, 2015), with slight modifications (Ament et al., 2018). IPs were performed using 15 µl of Abcam anti-huntingtin EPR5526 (#ab109115). ChIP-seq library preparation and sequencing reactions were conducted at GENEWIZ, Inc. (South Plainfield, NJ, USA). Sequencing was performed on an Illumina HiSeq 4000 using 2×150 Paired End (PE) configuration. Sequencing reads were aligned to the mouse genome (mm10) using HISAT2. Peak-calling was then performed with MACS v2.2, scaling to the size of the input control library. The final set of reproducible peaks was obtained by using the ‘dba’ function in the DiffBind R package (Ross-Innes et al., 2012), retaining peaks that were reproducible at FDR<0.01 in at least two samples and excluding artifactual blacklist regions from ENCODE (ENCODE Project Consortium, 2012). Sequence reads have been deposited in Gene Expression Omnibus, accession GSE150750.

### Histone mark and EZH2 ChIP-seq

Fresh frozen striatal tissue from five male 4-month-old *Htt^Q111/+^* and age-matched *Htt^+/+^* mice were pooled per replicate for *n*=3 samples. Further processing was performed at Active Motif (Carlsbad, CA. USA). Tissues were fixed in 1% formaldehyde, lysed and disrupted with a Dounce homogenizer. DNA was sonicated to an average fragment length of 300−500 bp, and 25 µg chromatin plus 200 ng *Drosophila* spike-in chromatin was incubated with 4 µg antibody targeting EZH2, H3K27ac, H3K27me3 or H3K4me3 (Active Motif catalog numbers 39901, 39133, 39155 and 399159, respectively). Antibody against H2Av was also present in the reaction to ensure efficient pull-down of the spike-in chromatin. Complexes were captured using protein A agarose beads (Invitrogen). Illumina sequencing libraries were prepared from ChIP and Input DNA by end-polishing, 3′ adenylation and adaptor ligation. Libraries were quantified and sequenced using a NextSeq 500 (Illumina) (75nt single end reads).

### Analysis of striatal HTT ChIP-seq data

For the primary striatal HTT ChIP-seq dataset, sequencing reads were aligned to the mouse genome (mm10) using bowtie2 (Langmead and Salzberg, 2012). Peak-calling on each sample was performed with MACS v2.1 (Zhang et al., 2008), scaling each library to the size of the input DNA sequence library to improve comparability between samples. We retained peak regions with a MACS *P*-value of *P*<0.001. Filtered peak calls were concatenated across all *Htt^+/+^* and *Htt^Q111/Q111^* samples to produce a combined set of peak calls and remove peaks overlapping artifactual blacklisted regions of the genome (Amemiya et al., 2019).

### Analysis of cortex HTT ChIP-seq data

Sequencing reads were aligned to the mouse genome (mm10) using HISAT2. Aligned reads from the four ChIP libraries were down-sampled to the size of the smallest sequencing library using Samtools-view -s (Li et al., 2009). Aligned reads from the input genomic DNA of all four samples were merged into a single control BAM file. Peak-calling was then performed with MACS2.2, scaling to the size of the input control library. The final set of reproducible peaks was obtained using the dba function in the DiffBind R package, retaining peaks that were reproducible at FDR<0.01 in at least two samples and excluding artifactual blacklist regions from ENCODE (ENCODE Project Consortium, 2012). We then used dba.count to count the reads in each peak region from each ChIP sample and from the control sample. Next, a generalized linear model was fit, using the dba.analyze DESeq2 wrapper, and we performed log-ratio tests to estimate effects of ASO treatment on HTT occupancy in each peak region. Genotype was treated as a blocking factor. Control read counts were subtracted for each site in each sample before fitting the model. This experiment was underpowered to detect statistically significant changes in occupancy at individual peak regions. Therefore, our primary test was for global depletion of HTT occupancy in ASO-treated mice across peak regions. For this purpose, we computed one-sided binomial tests with binom.test, comparing the number of peaks with increased vs decreased occupancy.

### Analysis of histone mark and EZH2 ChIP-seq

Reads were aligned consecutively to the mouse (mm10) and *Drosophila* (dm3) genomes using the Burrows-Wheeler Aligner (BWA) algorithm (default settings). The number of mouse alignments used in the analysis was scaled to the number of *Drosophila* spike-in alignments (Egan et al., 2016). Peak-calling was performed with MACS v2.1. We selected peaks that were reproducibly identified in at least two samples of the same genotype. For analyses of differential occupancy, reads mapped to each peak region were normalized to total library size. Generalized linear models and log-ratio tests were fit with edgeR (Robinson et al., 2010) to identify differentially methylated regions.

### Enrichment of peaks in genomic regions and gene sets

Over-representation of HTT peaks in chromatin states, genomic regions marked by histone modifications, and gene sets were calculated using the Genomic Association Tester (GAT) (Heger et al., 2013). GAT calculates the number of base pairs overlapping between two genomic annotations and estimates its fold enrichment and significance based on re-sampling permutations within the mappable genome. Results described in this manuscript are based on 100,000 re-sampling permutations. Accession numbers for comparison datasets are shown in the Key Resources Table. For ChromHMM and ChIP-seq comparison datasets, we downloaded published tables of peak regions from the ENCODE portal or from the Gene Expression Omnibus. Similarly, for analyses of gene sets, we downloaded gene lists from HD Molecular Signatures (HDSigDB) and defined regions of interest as ±20 kb of the canonical TSSs of the genes in each set.

## Supplementary Material

10.1242/dmm.052282_sup1 Supplementary information

Table S1. Significant HTT peak calling results, including proximal gene names, including genotype category labels. The “MACS Significant HTT Peaks” tab includes the MACS peak calling results - annotated with the most proximal gene and the distance to it. The “Peak.Label” column indicates whether each peak is in the category of “mHTT-specific”, “WT-specific”, or “WT-mHTTshared” - see text for details on these categories.

Table S2. HTT Peaks Per Gene. A per-gene summary of HTT peaks across the categories of “mHTT-specific”, “WT-specific”, or “WT-mHTT-shared.”

Table S3. HTT DiffBind. Differential HTT occupancy in *Htt^Q111/Q111^ vs. Htt^+/+^*. Used to generate volcano plot Fig. 2A.

Table S4. HTT DiffBind Enrichr Results. Geneset enrichment results for differential HTT peak occupancy in Figs. 2B, 2C.

Table S5. DiffBind Summary ActiveMotif. Differential occupancy of EZH2, H3K27ac, H3K27me3, H3K4me3, and H3K9me3, peak regions. These results were used to generate Fig. 3A.

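The table holds 1 line per reproducible peak region with its coordinates, the authors' log fold change between genotypes and its p-value from reads counted in the region and normalized to library size. The text of the table read here holds 1999 lines for EZH2, against the 12388 reproducible EZH2 peaks the paper reports, and 720 for H3K27ac. The values below therefore cover only a portion of the regions of either mark. Of the 1999 EZH2 lines, 1985 have the coordinates of a piece covered by peaks of at least 2 samples of a genotype in the deposited lists, and 720 of the 720 H3K27ac lines do. For the 815 EZH2 pieces with a peak in all 6 samples, Spearman's rho across regions between the authors' log fold change and the log2 difference of spike-in scaled peak values was 0.457. The authors' log fold change was negative in 27.7% of them and the peak value was lower in HttQ111/+ in 94.8%. For 526 H3K27ac pieces rho was 0.705, with 57.0% and 52.1% negative.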

Table S6. H3K27me3 Enrichment. Enrichment of H3K27me3 peaks with lower occupancy in *Htt^Q111/+^ vs. Htt^+/+^* striatum (p < 0.005) assessed for enrichment using Enrichr. Tabs correspond to terms for Gene Ontology Biological Process (GOBP), Gene Ontology Molecular Function (GOMF), and ENCODE and ChEA Consensus Transcription Factors (ENCODE-CHEA_tfs). Used to generate Figs. 3B-D.

Table S7. HTT Enrichment ActiveMotif Peaks. Summary of GAT results testing the enrichment of HTT ChIP-seq peaksets amongst EZH2, H3K27ac, H3K27me3, H3K4me3, and H3K9me3, peak regions. These results were used to generate Fig. 3E.

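GAT compares the base pairs that one set of regions shares with another against random re-sampling of the regions within the mappable genome. A log2 fold change above 0 means more shared base pairs than in the samplings, and one below 0 means fewer. The comparison of HTT regions with the deposited peak lists placed regions at random over whole chromosomes, without a map of mappable sequence. When all HTT regions of a chromosome were shifted together along it instead, the log2 value of the shared HTT regions kept its sign and its side of a p of 0.05 for all 4 marks.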

Table S8. HTT Peaks, ActiveMotif and RNASeq Integration. Includes integrated ChIP-seq and RNA-seq data for all intervals containing robust HTT peaks. For each HTT peak (“PeakRegion.ID”), available changes in RNA expression of included genes (“Langfelder et. al. RNA-Seq”) and our other ChIP-seq data (“Re-analysis of ActiveMotif ChIP-Seq”) are shown. These results were used to generate Fig. 5A-B and 6A-C.

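Each line of the table joins an HTT peak with a nearby gene, the published change of that gene's expression and the authors' log fold change of a mark in the same interval. The coordinates in its peak names could be compared with GRCm38 for 466 of 468 lines, and in 5.58% of them the peak lay within 20 kb of a start site of the gene beside it. The genes were therefore taken from the table by symbol and the coordinates of its HTT peaks were not used. Among HTT peaks with a value for a mark, Spearman's rho across peaks between the authors' deposited table columns for HTT and the mark was 0.37 over 127 peaks for H3K27me3, −0.35 over 70 for H3K4me3 and 0.10 over 209 for EZH2. These columns are the paper's values. For H3K27me3 and H3K4me3 their sign is opposite to the rho of −0.22 and 0.27 that the paper reports. The columns hold a mark's value for only some of the HTT peaks, and the cause of the difference was not tested.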

Table S9. HTT HDSigDB Overlap. Includes enrichments for HTT Peak sets and the genes included in each HDSigDB gene set. HDSigDB gene set meta information is included on the tab “HDSigDB.Genesets”. These results were used to generate Fig. 5C.

# Supplementary material for: Altered huntingtin−chromatin interactions predict transcriptional and epigenetic changes in Huntington's disease
**Source:** Dis Model Mech. 2025 May 27;18(5):dmm052282. doi: 10.1242/dmm.052282
**Supplement:** Supplementary information

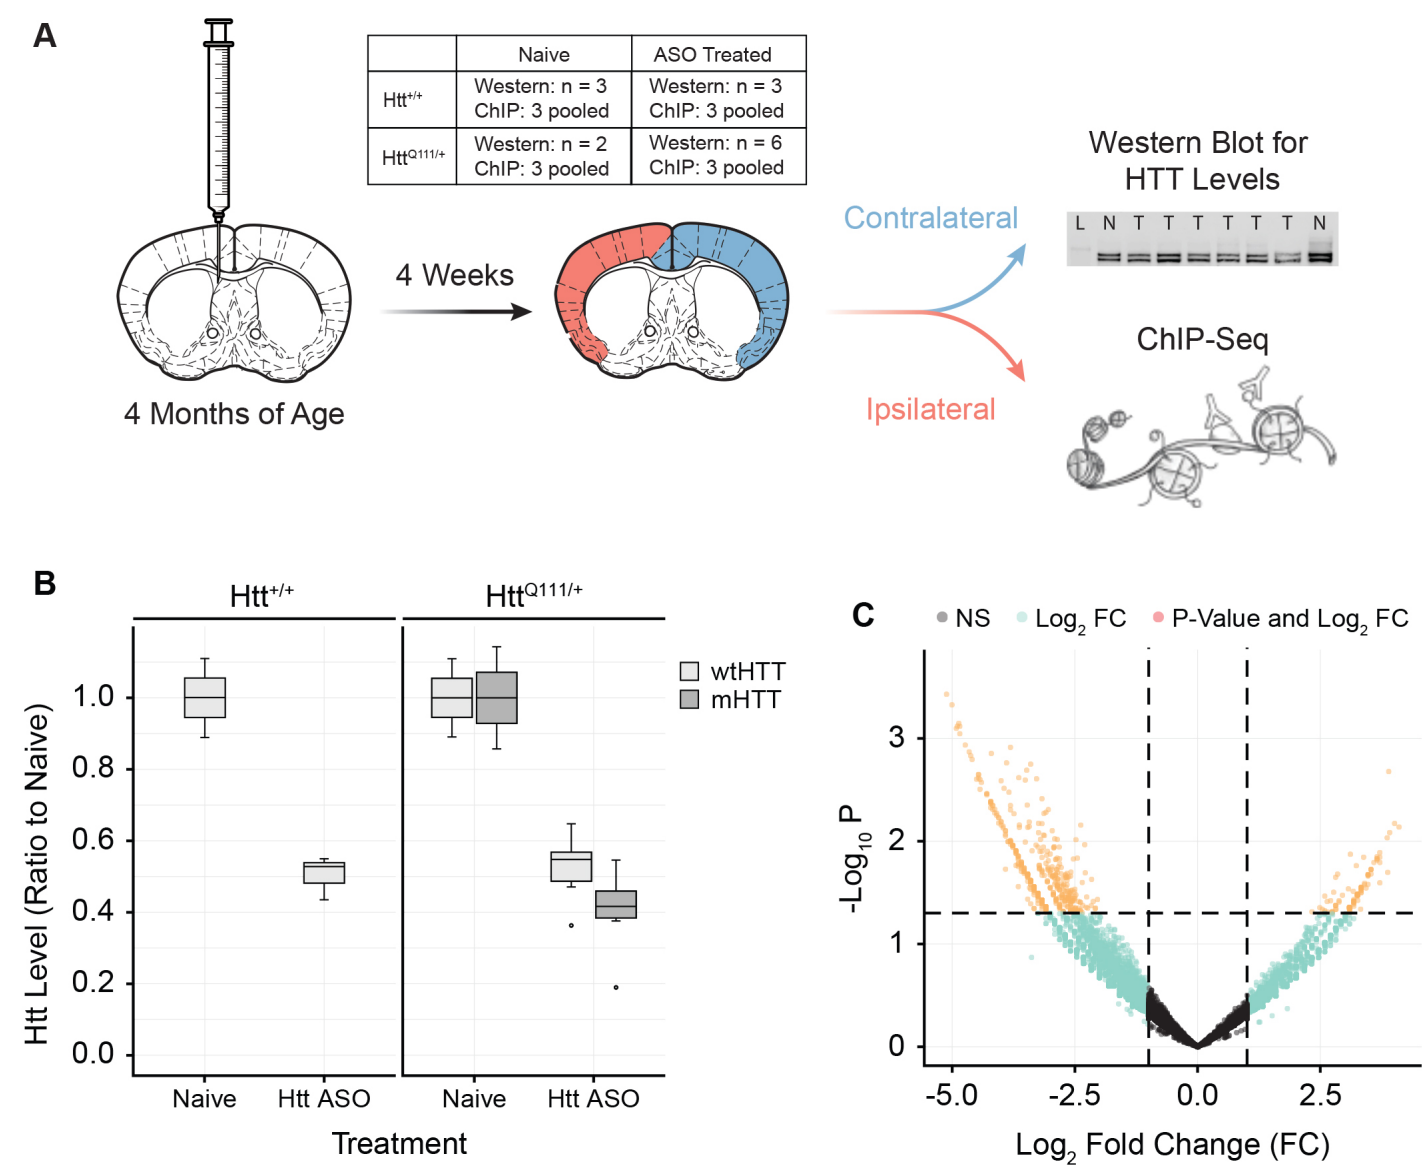

**Fig. S1. Treatment with a HTT-lowering ASO reduces HTT ChIP-seq peaks.** A) Mice underwent unilateral intracerebroventricular injection with HTT-targeted ASO. Cortex ipsi- and contralateral to the injection were collected at four weeks post-injection. HTT lowering was assessed in the contralateral cortex, while ChIP was performed on the ipsilateral cortex. B) Quantification of western blots probed with anti-HTT EPR5526 show HTT lowering of 53% in the contralateral cortex at four weeks post-ASO injection (ANOVA, Treatment effect  $p = 4.11 \times 10^{-9}$ ). C) Volcano plot demonstrating 13,820 reproducible HTT-associated peaks in the cortex, identified in either genotype, 8,308 (60%) showing  $\text{Log}_2(\text{fold change}) < 0$  with ASO treatment. Likelihood that more than 50% had negative fold changes,  $p = 4.2 \times 10^{-126}$  (binomial test). Of differentially occupied peaks ( $p < 0.05$ ): 502 out of 622 had negative fold changes (80%) with ASO treatment. Despite the small sample size and partial HTT knockdown, we detected a global depletion of HTT occupancy in the cortex of mice treated with HTT-lowering ASOs.

**Table S1. Significant HTT peak calling results, including proximal gene names, including genotype category labels.** The “MACS Significant HTT Peaks” tab includes the MACS peak calling results - annotated with the most proximal gene and the distance to it. The “Peak.Label” column indicates whether each peak is in the category of “mHTT-specific”, “WT-specific”, or “WT-mHTT-shared” – see text for details on these categories.

Available for download at  
<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.052282#supplementary-data>

**Table S2. HTT Peaks Per Gene.** A per-gene summary of HTT peaks across the categories of “mHTT-specific”, “WT-specific”, or “WT-mHTT-shared.”

Available for download at  
<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.052282#supplementary-data>

**Table S3. HTT DiffBind.** Differential HTT occupancy in *Htt*<sup>Q111/Q111</sup> vs. *Htt*<sup>+/+</sup>. Used to generate volcano plot Fig. 2A.

Available for download at  
<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.052282#supplementary-data>

**Table S4. HTT DiffBind Enrichr Results.** Geneset enrichment results for differential HTT peak occupancy in Figs. 2B, 2C.

Available for download at  
<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.052282#supplementary-data>

**Table S5. DiffBind Summary ActiveMotif.** Differential occupancy of EZH2, H3K27ac, H3K27me3, H3K4me3, and H3K9me3, peak regions. These results were used to generate Fig. 3A.

Available for download at  
<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.052282#supplementary-data>

**Table S6. H3K27me3 Enrichment.** Enrichment of H3K27me3 peaks with lower occupancy in *Htt*<sup>Q111/+</sup> vs. *Htt*<sup>+/+</sup> striatum (p < 0.005) assessed for enrichment using `Enrichr`. Tabs correspond to terms for Gene Ontology Biological Process (GOBP), Gene Ontology Molecular Function (GOMF), and ENCODE and ChEA Consensus Transcription Factors (ENCODE-CHEA\_tfs). Used to generate Figs. 3B-D.

Available for download at  
<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.052282#supplementary-data>

**Table S7. HTT Enrichment ActiveMotif Peaks.** Summary of `GAT` results testing the enrichment of HTT ChIP-seq peaksets amongst EZH2, H3K27ac, H3K27me3, H3K4me3, and H3K9me3, peak regions. These results were used to generate Fig. 3E.

Available for download at  
<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.052282#supplementary-data>

**Table S8. HTT Peaks, ActiveMotif and RNASeq Integration.** Includes integrated ChIP-seq and RNA-seq data for all intervals containing robust HTT peaks. For each HTT peak (“PeakRegion.ID”), available changes in RNA expression of included genes (“Langfelder et. al. RNA-Seq”) and our other ChIP-seq data (“Re-analysis of ActiveMotif ChIP-Seq”) are shown. These results were used to generate Fig. 5A-B and 6A-C.

Available for download at  
<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.052282#supplementary-data>

**Table S9. HTT HDSigDB Overlap.** Includes enrichments for HTT Peak sets and the genes included in each HDSigDB gene set. HDSigDB gene set meta information is included on the tab “HDSigDB.Genesets”. These results were used to generate Fig. 5C.

How the deposited data were processed for this re-analysis (not part of the article)

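H3K4me3, H3K27ac, H3K27me3 and EZH2 ChIP-seq of the striatum was analysed in 3 HttQ111/+ and 3 Htt+/+ replicates per target, 24 samples in all, each a pool of 5 male mice aged 4 months. H3K9me3, the HTT libraries and the pooled input were not analysed here. The authors aligned reads to mm10 and to the Drosophila genome with BWA, scaled the mouse alignments of each sample to its Drosophila spike-in alignments and called peaks per sample. The paper's methods name MACS v2.1 as the peak caller. For every interval the authors deposited the highest and the average fragment density, which is a signal and not a count. The other deposited columns give the length of the interval and the numbers of bins, promoters and genes. Read depth is unknown from these values, so no counting error could be given, and the spread between the 3 replicates is the error used throughout. The paper's own test of differential occupancy used reads per peak region normalized to total library size with generalized linear models in edgeR, and this step was not repeated because the deposited signal holds no reads.
Peaks of the 6 samples of a mark that overlapped by at least 1 bp were merged, and regions with a peak in at least 2 samples of the same genotype were kept. A region's value in a sample was the highest peak value there, on the log2 scale without a pseudocount, since every listed peak value was at least 4. Regions with a peak in all 6 samples were tested with limma 3.58.1 in R 4.3.3 with a trend in eBayes and Benjamini-Hochberg adjustment, at an adjusted p below 0.1 and an unadjusted p below 0.05. Because values of separate lists can be set side by side only through the authors' spike-in scaling, the tests were repeated with every sample centred on its median and with within-sample ranks. Values per sample were compared by two-sided exact permutation tests. The pairing of samples by replicate number comes from the sample labels; same-numbered samples are pools of different mice.
Distances to transcription start sites used the GENCODE release M21 annotation of GRCm38. The HTT regions, the differentially expressed genes and the gene sets were taken from the paper's Tables S1, S3, S6 and S8. Table S1 was read in shortened form: its mHTT-specific and shared regions precede the part left out, which begins among the WT-specific regions, and the WT-specific regions were not used here. HTT regions were placed at random 10000 times on their own chromosomes for reproducible regions and 1000 times for single lists. Gene lists were compared with 10000 random lists, and Spearman's rho was tested with 100000 permutations. The genes named were fixed as a list of genes from the paper's text: Sox11, Foxp2 and Pde10a, which it names for H3K27me3, and Ppp1r1b and Rgs9, which it names for HTT occupancy and not for these marks. The rule also named up to 3 regions per mark that passed an adjusted p of 0.1 without overlap of the genotypes, and 0 regions met it.
The region test was checked on simulated data in which 200 regions of each mark were shifted. A log2 shift of 1 was recovered in 0 of the 200 H3K27me3 regions when the samples kept their own medians and in 141 when they did not. For H3K27ac 97 and 105 were recovered, for EZH2 1 and 132, and for H3K4me3 1 and 165. A log2 shift of 2 was recovered in at least 191 of 200 regions of every mark. Regions that had not been shifted made up 15.7% of the calls for EZH2 and 10.05% for H3K4me3 at a shift of 2 without the sample medians, and 10.2% and 10.3% for H3K27ac at a shift of 1 with and without them, all above the 10% set by the adjusted p. The single H3K27me3 call at a shift of 1 with the sample medians was such a region. In the other simulations their share was at most 9.91%. Alternatives covered the scaling, the treatment of missing peaks, the average value, the replicate block, the variance trend, equal numbers of top peaks, the overlap that counts as shared, the distances to genes and leaving out each sample in turn. Computations used Python 3.11.15 with NumPy 2.4.6 and pandas 2.3.3, and plots were drawn with Matplotlib 3.10.9.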

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

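The tests of the scaling of EZH2 Htt+/+ replicate 1 and of H3K27ac HttQ111/+ replicate 3, and the comparison of Jaccard margins with the other EZH2 samples, were chosen only after the result was seen, and the other tests in this part before it. Over 24 groups of 6 samples (6 measures of 4 marks), 5 had a sample farther from the rest than Dixon's 95% limit allows, where chance gives about 1 in 20. The measures of one sample are not independent, since 3 of the 5 belong to EZH2 Htt+/+ replicate 1.
EZH2 Htt+/+ replicate 1 had 24532 peaks, against 12019 in the next sample. Its median log2 peak value over the regions called in all 6 samples was 5.49 against 4.52 in the next sample, and 57.5% of its peaks lay within 1 kb of a start site against 77.8% in the next lowest. Its median lay 1.09 above the mean of the other 5 samples, which is consistent with a larger scaling factor or a deeper library, and the deposited values cannot separate these. Its peaks that overlap no other EZH2 list had a median value of 12 against 29 for its other peaks, a ratio of 0.414, so the additional peaks may be low peaks near the calling threshold. A mislabelled sample was also weighed. The mean base-pair Jaccard index of its list was lower with the other EZH2 lists (0.272) than with H3K27ac lists (0.317), a difference of −0.045, but this index depends on list length. Over equal numbers of top peaks it was highest with the other EZH2 lists (0.4004, against 0.381 for H3K4me3), a margin of 0.019. The margins of HttQ111/+ replicates 1 and 2 were 0.020 and 0.023 and those of the other 3 EZH2 samples lay between 0.081 and 0.086. Over whole lists HttQ111/+ replicate 1 was itself closer to H3K4me3 (0.392) than to EZH2 (0.3899). The index therefore separates EZH2 from H3K4me3 only weakly, and a mislabelled sample was not decided by it. Of its peaks without overlap, 44.2% lay in H3K27ac regions against 91.7% of its other peaks, so the additional peaks lay there less often. The share is between the limits set for and against H3K27ac signal as their source, and the comparison with the other peaks goes against it. They lay more often in H3K27me3 regions, 61.0% against 30.3%. The sample cannot be told apart from a technical difference, and the design gives no biological explanation for a single pool.
H3K27ac HttQ111/+ replicate 3 had 31162 peaks, against 27162 in the next sample. It had a peak in 11.8% more merged regions than the mean of the other 5 samples, so splitting of broad peaks into shorter ones does not account for the count alone. Its median log2 peak value lay 0.35 above the mean of the others, between the limits set for a scaling difference and for none, so a scaling or depth difference could remain. No biological explanation was tested for a single pool.
H3K27me3 HttQ111/+ replicate 2 covered 122 Mb, against 225 Mb in the next lowest sample. The regions it lacked among those called in the other 5 samples stood at a median percentile of 26.2 by mean value. This is consistent with low regions falling below the calling threshold in a sample with low values throughout. Whether its values are low for a technical reason or in those mice was not tested.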

How the results depend on the processing

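No test in this part was chosen only after the result was seen, apart from the stretches covered by 2 samples, which were chosen after seeing the data; all other alternatives were set before the data were examined. Over 55 results, 421 alternatives were computed: 323 kept the direction and the side of the threshold or stayed within the limits for a change, 55 moved, 1 became weaker and 42 reversed. Of the 323, 16 could not have moved and show no stability: median centring cancels in the 8 values near the genes of Table S8, and the restriction to chromosomes 1 to 19, X and Y, in the other 8, removed no peak. Of the other 405 alternatives, 307 kept their result in that sense. For the changes below the cause was not tested.
At an adjusted p below 0.1, a missing peak set to the lowest value gave 52 H3K4me3 regions (47 lower and 5 higher in HttQ111/+) and the replicate block gave 1. For H3K27ac, the replicate block with median centring gave 1 and equal numbers of top peaks gave 1. For H3K27me3, the replicate block with median centring gave 5 and the fit without the variance trend gave 1. Across the 6 fits that each left out one sample, the counts ranged from 0 to 1 for EZH2, 0 to 2 for H3K27ac and 0 to 1 for H3K27me3.
At an unadjusted p below 0.05, a missing peak set to the lowest value gave 541 EZH2 regions, 863 H3K27ac regions with the direction reversed (393 lower, 470 higher), 1941 H3K27me3 and 527 H3K4me3 regions. Median centring gave 1005 H3K27ac regions, 390 H3K4me3 regions and 463 H3K27me3 regions, the last reversed (136 lower, 327 higher). Within-sample ranks reversed H3K27me3 (358 regions, 178 lower and 180 higher) and H3K4me3 (488 regions, 186 lower and 302 higher). The average value gave 621 EZH2 and 163 H3K27me3 regions. The fit without the variance trend gave 1058 H3K27me3 regions and equal numbers of top peaks gave 277. Leaving out one sample moved the count from 44 to 667 for EZH2, from 189 to 2395 for H3K27ac, from 24 to 1616 for H3K27me3 and from 58 to 1509 for H3K4me3, with reversals for H3K27ac and H3K4me3.
The replicate block gave 467 EZH2, 337 H3K4me3, 664 H3K27ac and 9 H3K27me3 regions at an unadjusted p below 0.05. With median centring as well it gave 179 EZH2 regions and 493 H3K27me3 regions, the latter reversed (167 lower, 326 higher). The mean correlation of the deviations of same-numbered samples was −0.081 for H3K27ac and 0.0047 for H3K27me3.
With a peak required to cover at least 0.5 of a region, 7409 EZH2 regions were reproducible, and equal numbers of top peaks left 10185 for H3K27me3. Regions called in every sample of one genotype and none of the other came to 189 for EZH2, 266 for H3K27ac and 98 for H3K4me3 under the same requirement. Equal numbers of top peaks gave 91 for EZH2, 141 for H3K27me3 and 51 for H3K4me3. The direction reversed in both EZH2 settings and in the last.
The median log2 difference of H3K27ac was 0.010 with average values and 0.081 with missing peaks at the lowest value, both reversed. Leaving out one sample gave from −0.13 to 0.094 for H3K27ac and from −0.29 to 0.18 for H3K4me3. The genotype difference in peaks ranged from −5888 to 2104 for EZH2 and from −441 to 2463 for H3K27ac. The difference in covered length ranged from −30.1 to 20.7 Mb for EZH2, from −4.77 to 19.3 Mb for H3K27ac and from −4.62 to 4.94 Mb for H3K4me3.
The share of regions within reach of a start site was 46.1% for H3K27me3 and 80.0% for H3K4me3 within 3 kb. From the middle of the region it was 50.5% for EZH2, 27.2% for H3K27ac, 10.9% for H3K27me3 and 51.2% for H3K4me3. Over regions called in all 6 samples it was 95.1%, 62.6%, 60.3% and 84.4% in the same order.
Near the genes of Table S8, the relative EZH2 difference was 0.0033 within 5 kb, reversed, and ranged from −0.026 to 0.054 with one sample left out; that of H3K4me3 ranged from −0.0024 to 0.016. Spearman's rho reversed to 0.023 within 5 kb for H3K27ac, and to 0.13 for H3K27me3 and −0.0053 for H3K4me3 within 100 kb. With one sample left out it ranged from −0.049 to 0.040 for H3K27ac and from −0.22 to 0.11 for H3K27me3. Counted as regions with any overlap, HTT in H3K27me3 gave −0.038 for mHTT-specific regions, reversed, and −0.36 for shared regions, weaker.
The unknown read depth limits every value above to the spread between replicates.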

Differences from the paper's values

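No test in this part was chosen only after the result was seen.
The paper reports 42 H3K27me3 regions at an FDR below 0.1, 41 of them reduced in HttQ111/+. Here limma on the deposited peak values gave 0 regions, 0 of them lower, with 461 at an unadjusted p below 0.05. In simulations that kept the sample medians, this fit recovered 0 of 200 H3K27me3 regions at a log2 shift of 1. At a log2 shift of 2 it recovered 197. The count of 0 therefore cannot exclude changes of the smaller size. None of the alternatives set before the data were examined closed the gap; the highest count was 5, of which 3 were lower, with the replicate block and median centring.
At an unadjusted p below 0.05 the paper reports 2018 H3K27me3 regions, 1926 of them reduced, against 461 here, of which 461 were lower. With a missing peak set to the lowest value of its list there were 1941 regions, 1938 of them lower, and without HttQ111/+ replicate 1 there were 1616, all 1616 lower. Those values fall within 1.5 times the paper's, and the other alternatives set before the data were examined do not. The filled value lowers a sample that lacks a peak. HttQ111/+ replicate 2 lacked 40.8% of the regions called in the other 5 samples, and its lowest value of 4 was the smallest of the H3K27me3 lists. The count and direction of the 1941 regions follow in part from this, so their closeness to the paper's values is no independent test.
For HTT and H3K4me3 near genes differentially expressed in HD the paper's Spearman's rho is 0.27, against 0.072 here. For EZH2 the paper's rho is 0.14, against −0.11 here. None of the alternatives set before the data were examined closed either gap. Median centring is among those alternatives and cannot change rho. The columns of the paper's own Table S8 gave 0.37 for H3K27me3, −0.35 for H3K4me3 and 0.10 for EZH2. For H3K27me3 and H3K4me3 this is the opposite sign to the −0.22 and 0.27 of its text. The cause was not tested.
The share of H3K27me3 peaks within 1 kb of a start site is about 26% in Fig. 4A, read by eye, against 41.8% of reproducible regions here. None of the alternatives set before the data were examined closed the gap: 46.1% lay within 3 kb, 10.9% within 1 kb of the middle of the region, and 60.3% within 1 kb for regions called in all 6 samples. Over the peaks of each list in place of reproducible regions, the share within 1 kb was 32.6% ± 3.11 (SD, n = 6 lists), which is within 1.5 times the paper's. The share was not computed over the pieces covered by at least 2 samples of a genotype.
The paper states that EZH2 occupancy and H3K4me3 were higher near genes differentially expressed in HD in HttQ111/+ mice. Here the values were lower in HttQ111/+ at 94.9% of HTT peaks for EZH2 and at 76.2% for H3K4me3. Over all tested regions the shares were 94.8% and 76.6%, and relative to other regions the differences near the genes were −0.0041 and 0.0041. The shares over all regions hung on single samples: 64.2% for EZH2 without Htt+/+ replicate 1 and 20.4% for H3K4me3 without Htt+/+ replicate 3. With any other sample left out, the lowest shares were 88.5% and 67.5%. The measures are unlike: the paper's methods normalize reads to total library size, and these peak values are spike-in scaled. On 815 EZH2 pieces listed by both, 27.7% were lower by the authors' log fold change and 94.8% by peak value. In the mark columns of Table S8, 55.0% of HTT peaks were lower for EZH2 and 55.7% for H3K4me3. The paper names Sox11 and Foxp2 as lying near regions of reduced H3K27me3. Here their regions were not tested in all 6 samples, and with a missing peak at the lowest value the log2 differences were −0.96, −0.85 and −1.47 with an adjusted p of 0.447 from limma for each. The paper describes H3K27me3 as reduced near Pde10a, where the log2 difference at the start site was −0.68 and −0.06 after median centring.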

Other observations

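The test of whether HttQ111/+ replicate 2 accounts for the lower H3K27me3 values and the tests of HTT outside EZH2 regions were chosen only after the result was seen, and the other tests in this part before it.
The counts of regions were compared with those of other splits of the 6 samples. At an adjusted p below 0.1 the count was 0 for each of EZH2, H3K27ac, H3K27me3 and H3K4me3, so all 4 splits that part the 3 same-numbered pairs, and all 10 splits, gave as many; beside a count of 0 this cannot come out otherwise and shows nothing. At an unadjusted p below 0.05, 1 of the 4 gave as many regions as the real 280 for EZH2 (2 of all 10), 3 of the 4 for H3K27ac (616 regions; 6 of 10), 2 of the 4 for H3K27me3 (461 regions; 3 of 10) and 3 of the 4 for H3K4me3 (162 regions; 8 of 10). The real split is included each time. The other 6 splits part only 1 same-numbered pair. With 10 splits the share cannot fall below 0.1, so this design cannot set the genotypes apart from other groupings. The H3K27me3 split with the most regions set HttQ111/+ replicate 1 and Htt+/+ replicates 2 and 3 against the rest, with 2307 regions at an adjusted p below 0.1 and 3296 at an unadjusted p below 0.05.
H3K27me3 peak values were lower in HttQ111/+ in 99.4% of regions. After each sample was centred on its median, 29.4% of the regions at an unadjusted p below 0.05 were lower; centring removes a shared shift by construction, so a global loss of H3K27me3 and a difference in sample-wide scaling cannot be told apart. Without HttQ111/+ replicate 2 the difference of the medians was −0.20, over the 12652 regions that result from merging the other 5 samples, in place of 7410. This is smaller than the SD of 0.29 between Htt+/+ samples and rests on 2 samples against 3, so whether that sample accounts for all of the difference was not decided. Without that sample and with values as deposited, 98.8% of 499 regions at an unadjusted p below 0.05 and 88.3% of all 12652 regions were lower. The regions of a sample share its scaling, so these shares do not decide it either. Without that sample and after centring, 62.9% of 534 such regions were lower, between the limits set for the sample alone and for genotype. The decrease could be technical or biological, and these tests leave both open.
Across H3K27me3 regions the log2 difference had a Spearman's rho of −0.58 with the mean peak value and of −0.15 with region length. Regions are not independent replicates. The first is consistent with larger differences at regions with high values, as scaling of density or background may give, and the second was too small to decide.
The shared HTT regions and those of Table S3 were enriched in EZH2 regions and depleted from H3K27me3 regions. The mHTT-specific regions were enriched in EZH2 regions but not depleted from H3K27me3 regions (log2 value 0.07). EZH2 regions without H3K4me3 (1266, 11.4%) had a log2 enrichment of the shared HTT regions of 2.66, below the 3.48 of all EZH2 regions but far above 0, so H3K4me3 may account for part of the overlap and this was not decided. EZH2 regions without H3K27me3 had 3.72 and held 1096 of the 1622 kb, and those that overlap H3K27me3 had 3.07, so EZH2 regions free of H3K27me3 do not account for all of the overlap. The shared HTT regions had 162 kb in H3K27me3 regions with an EZH2 region (104 kb at random, permutation p = 0.182) and 0 kb in those without (267 kb at random, permutation p = 0.0002, the smallest the placements allow). Part of this follows from the choice of regions outside EZH2, where less of HTT lies: for the 819 kb of shared HTT regions outside EZH2 regions, 76.99 kb would be expected there in place of 267 kb. The 62 shared HTT regions that touch no EZH2 region also had 0 kb there, against 34.5 kb at random (permutation p = 0.0006). A hypothesis is that the shared HTT regions are depleted from H3K27me3 regions in which EZH2 was not called. Whether the depletion differs between both kinds of H3K27me3 region was not tested.
The 9854 peaks found in EZH2 Htt+/+ replicate 1 alone had a log2 value of −2.79 (permutation p = 0.0018), and 61.0% of them lay in H3K27me3 regions against 30.3% of its other peaks. Part of this follows from the choice of peaks outside the other lists, where HTT lies: within the 800 kb of HTT outside those lists the value was −0.88. These peaks may carry less HTT, and the sample's own difference from the other lists was not separated from that.
EZH2 peak values followed H3K4me3 with a Spearman's rho of 0.42 across 789 regions that overlap both marks, against −0.013 with H3K27me3. Regions are not independent replicates, and 88.6% of EZH2 regions overlapped H3K4me3. Open chromatin that raises both signals could give this, and no test here separates it from EZH2 binding.
The paper names Ppp1r1b and Rgs9 for HTT occupancy, and their H3K27me3 values belong to no claim of the paper. Near Ppp1r1b (ENSMUSG00000061718.12), on chromosome 11 from 98348404 to 98357796, an H3K27me3 region from 98293600 to 98343199 had peak values of 150, 36 and 111 in HttQ111/+ and 110, 202 and 210 in Htt+/+ samples (log2 difference −0.99, SE 0.73, adjusted p = 0.386 from limma, and −0.37 after centring). Rgs9, on chromosome 11 from 109225355 to 109298129, had no reproducible H3K27me3 region over the gene or within 20 kb of its start site.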
